# Histone deacetylase inhibition leads to regulatory histone mark alterations and impairs meiosis in oocytes

**DOI:** 10.1186/s13072-021-00413-8

**Published:** 2021-08-12

**Authors:** Louis Legoff, Ouzna Dali, Elena De La Mata Santaella, Christian Jaulin, Shereen Cynthia D’Cruz, Fatima Smagulova

**Keywords:** Panobinostat, HDAC, Epigenetics, RNA-seq, Ovary, Histone modifications

## Abstract

**Background:**

Panobinostat (PB), a histone deacetylase (HDAC) inhibitor drug, is clinically used in the treatment of cancers. We investigated the effects of PB on murine ovarian functions in embryos and adult animals.

**Methods:**

C57BL/6J mice were treated with 5 mg/kg PB on alternate days from embryonic day (E) 6.5 to E15.5. We analysed the effects of PB on the ovaries by using immunofluorescence, gene expression analysis and DNA methylation analysis techniques.

**Results:**

At E15.5, we observed increases in histone H3K9Ac, H4Ac and H3K4me3 marks, while the level of the silencing H3K9me3 mark decreased. Synaptonemal complex examination at E15.5, E17.5 and E18.5 showed a delay in meiotic progression characterized by the absence of synaptonemal complexes at E15.5 and the persistence of double-strand breaks (DSBs) at E17.5 and E18.5 in PB-exposed oocytes. We found that exposure to PB led to changes in the expression of 1169 transcripts at E15.5. Genes regulated by the male-specific factors SRY-Box Transcription Factor 9 (SOX9) and Doublesex and Mab-3-related Transcription factor 1 (DMRT1) were among the most upregulated genes in the ovaries of PB-exposed mice. In contrast, PB treatment led to decreases in the expression of genes regulated by the WNT4 pathway. Notably, we observed 119 deregulated genes encoding Zn-finger proteins. The observed alterations in epigenetic marks and gene expression correlated with decreases in the numbers of germ cells at E15.5. After birth, PB-exposed ovaries showed increased proliferation of primary and secondary follicles. We also observed decreases in the numbers of primordial, primary and secondary follicles in adult ovaries from mice that were exposed to PB in utero. Finally, epigenetic alterations such as decreased H3K4me3 and increased H4 acetylation levels were also detected in somatic cells surrounding fully grown oocytes.

**Conclusion:**

Our data suggest that inhibition of histone deacetylase by PB during a critical developmental window affects reprogramming and germ cell specification via alteration of epigenetic marks.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-021-00413-8.

## Introduction

Germ cells are formed during development by a process known as somatic-to-germline transition (SGT). During SGT, global epigenetic reprogramming occurs wherein DNA methylation and histone post-translational marks are reset to create a new lineage of germ cells. The coordinated actions of transcription, chromatin remodelling and histone-modifying factors are critical for the establishment of the germ cell population lineage [1, 2]. During this period, germ cells lose their DNA methylation marks. The demethylation of *Ddx4*, *Dazl* and *Hormad1* is critical for germ cell development [3]. In addition, normal expression of the genes encoding somatic factors *Rspo1, Wnt4* and *Foxl2* is required for the development of female gonads [4]. In oogonia, the production of retinoic acid (RA) by mesonephric cells induces *Stra8* expression that in turn triggers oogonia towards meiosis onset [5]. A critical event that takes place during meiosis is homologous recombination (HR)-mediated exchange of genetic information between parental chromosomes. HR is initiated with the introduction of DSBs by the topoisomerase-like enzyme SPO11 [6] at discrete places called recombination hotspots scattered throughout the genome [7]. Next, the recombinase proteins DMC1 and RAD51 initiate homologous chromosome searching, and the maternal and paternal chromosomes become paired. All DSBs are eventually repaired, and the homologous chromosomes remain connected at crossover locations [8]. At the end of prophase I, oocytes are arrested at the diplotene stage [9].

Epigenetic mechanisms control all the steps of germ cell development, from lineage establishment and meiotic progression [10, 11] to oocyte growth [12] and maturation [13, 14]. For example, during meiosis, histone H3 trimethylation at lysine 4 and lysine 36 [15] and histone H3K9Ac [16] marks are highly enriched at recombination hotspots. Pericentromeric epigenetic marks (H3K9me2 and H3K9me3) are also important for proper chromosome orientation during synapse formation and maintenance [17]. The role of histone acetylation has been studied in many somatic cell models. For example, it has been shown that histone acetylation plays an important role in DNA repair [18, 19] and chromatin remodelling [20]. H4 acetylation at lysine 16 (H4K16) is also detected at DSB sites [21, 22]. In response to DNA damage, male-absent-on-the-firs (MOF) directly interacts with ATM and activates it [23]. Cells mutated for TIP60 (KAT5), which has histone H4 acetyltransferase activity, show defects in DSB repair [24]. However, another histone mark, H3K56Ac, plays an important role in the DNA damage response [25]. Histone acetyltransferases (HATs) catalyse acetylation reactions, whereas acetyl groups are removed by histone deacetylases (HDACs). The activities of HATs and HDACs are tightly controlled through targeted recruitment, protein–protein interactions, and post-translational modifications, as reviewed in [26].

It is suggested that HDACs are also important for germ cell development. Mice haplodeficient for *Hdac1* and harbouring *Hdac2-*deficient oocytes are infertile. It has been proposed that histone deacetylation that occurs during oocyte maturation is critical for proper chromosome segregation [27]. Exposure to the HDAC inhibitor trichostatin A (TSA) leads to histone hyperacetylation, which correlates with chromosome misalignment. TSA treatment causes abnormal axial chromatid condensation that results in the formation of elongated chromosomes, and these defects are associated with hyperacetylation of histone H4 at lysines 5 and 16 [28].

In this study, we investigated the consequences of exposure to the powerful HDAC inhibitor panobinostat (PB) on oocyte meiosis. We hypothesized that inhibition of histone deacetylases during a critical reprogramming window could alter the epigenetic status of germ cell-specific gene networks and affect gonad development and oogenesis.

We report that in utero PB exposure leads to alterations in several histone modifications, deregulates sex-specific gene expression and decreases germ cell numbers in the embryonic ovaries. In adult murine ovaries, we observed alterations in histone marks, gene expression and follicle numbers.

## Results

### Experimental design

This study aimed to reveal the effects of histone acetylation perturbation on female germ cell development with a focus on embryonic events in which meiosis, the chromosome segregation process allowing the formation of haploid gametes, is initiated. Inbred C57BL/6J mice were treated with PB during the somatic-to-germline transition window, which corresponds to embryonic day (E) 6.5 to E15.5. Mice were dissected at several time points: E15.5, E17.5, E18.5, post-natal day (PND) 5 and 5 months. A schematic presentation of the experiments is presented in Additional file 1: Fig. S1. To analyse the effects of PB on female germ cells, we treated mice with a dose of PB equal to 5 mg/kg every other day. We observed a significant 13% increase in the body weight of the embryos at E15.5 but not at E17.5 (Additional file 1: Fig. S2). We did not observe significant changes in body or ovary weights in 5-day-old and adult mice, suggesting that the dose used was not grossly toxic (Additional file 1: Figs. S2, S3). No alterations in gestation parameters, such as litter size and gestation time, were observed in PB-treated animals compared to controls (Additional file 1: Fig. S4).

### Increases in H3K9Ac, H4Ac, and H3K4me3 and a decrease in H3K9me3 after PB exposure

To reveal whether gestational exposure to PB affects histone modifications, we analysed the histone marks important for meiosis, H4Ac, H3K9Ac, H3K4me3 and H3K9me3. Defects in histone acetylation regulation may have an impact on histone methylation since methylation and acetylation are mutually exclusive on the lysine epsilon amino group. Therefore, histone acetylation and methylation on lysines must be coordinated, with methylation being able to take place only on deacetylated lysines, and vice versa. Since analyses of histone acetylation levels can provide clues on the efficiency of PB exposure, we immunostained ovarian surface spreads for H3K9Ac and costained the slides with SYCP3 to visualize the synaptonemal complex (SC). H3K9Ac normally appears as strong staining around all chromosomes except at compact heterochromatin (Fig. 1A). Quantitative analysis of H3K9Ac staining showed that in PB-treated oocytes, the intensity of H3K9Ac was increased 1.7-fold (Fig. 1B).

**Fig. 1:**
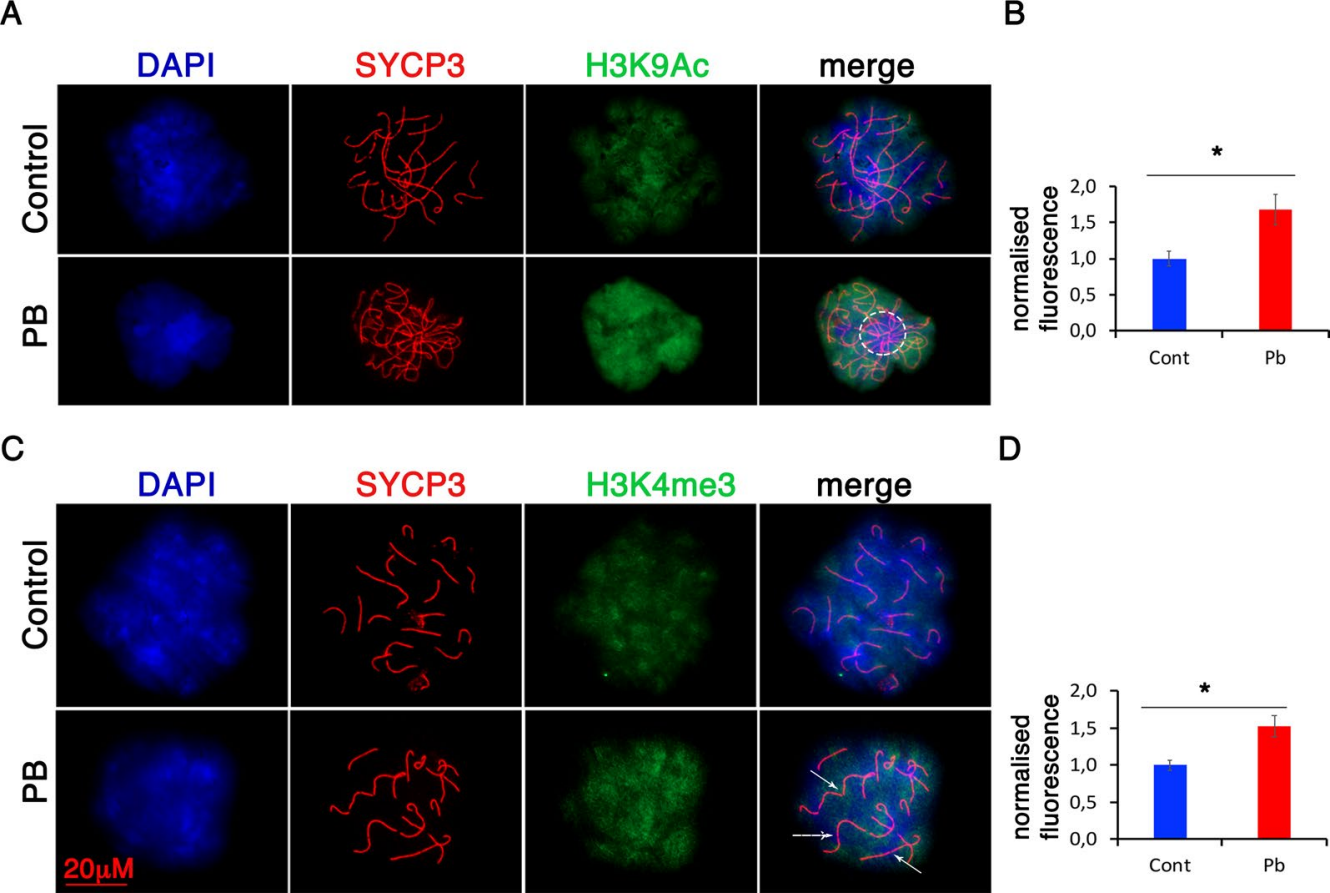
Meiosis defects are associated with increases in histone acetylation and H3K4me3. **A** Surface spreads from E18.5 ovaries from control (first row) and Pb-exposed mice (second row) were immunostained with anti-H3K9Ac (green) and anti-SYCP3 (red) antibodies (63X magnification). The dotted circles represent telomere connections. **B** Quantitative analysis of immunofluorescence intensity. The data are presented as the averaged fluorescence compared to the control ± SEM; *n* = 4 control, *n* = 4 PB group; *p < 0.05, nonparametric Mann–Whitney test. **C** Surface spreads from E185 ovaries from control (first row) and PB-exposed mice (second row) were immunostained with anti-H3K4me3 (green) and anti-SYCP3 (red) antibodies; the arrows represent telomere end-to-end connections. **D** Quantitative analysis of anti-H3K4me3 intensities. The analysis was performed on at least 20 oocytes from four replicates for each group; *n* = 4 for each group; *p < 0.05, nonparametric Mann–Whitney test

H4 acetylation has been reported to be important for both DNA repair and chromatin remodelling events [29]. Structurally preserved nuclei were immunostained with an anti-H4Ac antibody (Penta, acetylated at residues K5, K8, K12, and K16) (Additional file 1: Fig. S5A) in E15.5 ovaries. Quantitative analysis showed a 1.32-fold increase in H4Ac intensity in PB-exposed oocytes at E15.5 (Additional file 1: Fig. S5B).

We also examined H3K4me3, which is essential for HR, as it is required for the initiation of double-strand breaks. Meiotic spreads were immunostained for H3K4me3 and SYCP3 (Fig. 1C). Quantitative analysis showed that H3K4me3 intensity was increased 1.5-fold in embryonic oocytes from treated mice (Fig. 1D).

H3K9me3 plays a major role in the formation of heterochromatin where telomeres attach during meiosis. Quantification of this histone modification revealed a 1.2-fold decrease in the levels of H3K9me3 in embryonic ovaries (*p* = 0.051) (Additional file 1: Fig. S6A, B).

Thus, our data suggested that epigenetic marks associated with meiosis and DNA repair were altered upon PB exposure in embryonic oocytes.

### The histone demethylase KDM5A is decreased in PB-exposed ovaries

Since it has been shown that the demethylase KDM5A is functionally linked to two histone deacetylase complexes [30], we investigated whether it could play a role in PB-exposed ovaries. We immunostained embryonic oocyte cells with antibodies against KDM5A and SYCP3 (Fig. 2A) and performed a quantitative analysis of the z-stack images. Our analysis revealed that KDM5A had strong nuclear staining in the control group but 2.7-fold lower intensity in the PB-exposed groups (Fig. 2B).

**Fig. 2:**
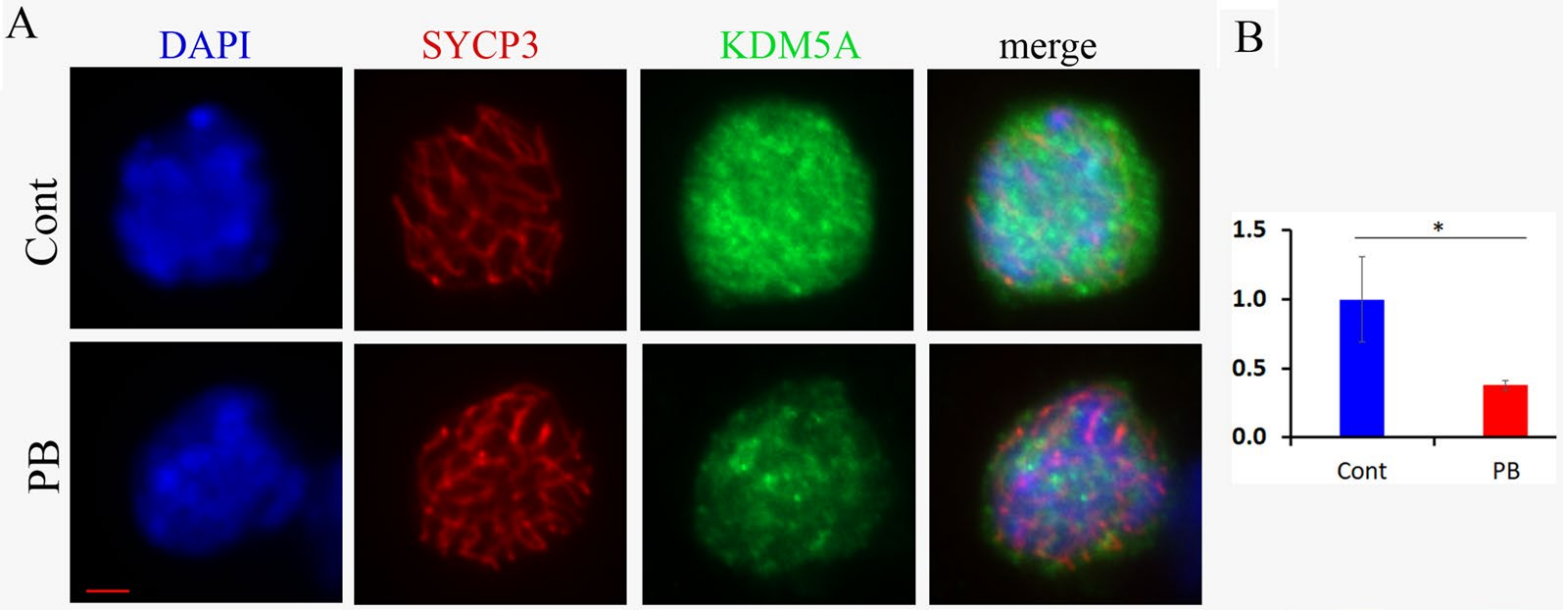
KDM5A is decreased in exposed oocytes. Structurally preserved nuclei from E18,5 ovaries from the control (top row) and PB-exposed (bottom row) groups were immunostained for KDM5A and SYCP3. The combined total corrected fluorescence for KDM5A was calculated for each cell and normalized to the DAPI signal. The average normalized CTCF values are presented in MS-Excel plot ± SD; *p < 0.05, nonparametric Mann–Whitney test. The bar represents 2 μm

### Meiotic defects are increased in PB-exposed ovaries

Since we observed alterations in major epigenetic marks involved in DNA repair at recombination hotspots and during meiosis, we investigated whether these epigenetic alterations could influence meiotic DSB repair efficiency. To this end, we immunostained E15.5 surface spreads for the DNA-binding recombination protein DMC1. SYCP3 was also labelled to visualize paired chromosomes (Fig. 3). DSB formation and repair are dynamic processes; new DSBs are formed and repaired simultaneously, so the number of DMC1-stained foci varies from cell to cell. We were not able to observe DSBs at embryonic day 15.5 in PB-exposed cells since the synaptonemal complex (SC) was not fully formed in exposed oocytes and the lateral component of SC, SYCP3, appeared as dots in a few cells (Fig. 3A). At E17.5 and E18.5, DMC1 foci were visible in PB-exposed oocytes (Fig. 3B, C). To evaluate the efficiency of meiotic DNA repair, we measured the average number of DMC1 foci per oocyte in the control and treated groups. We found that the number of DSB foci at E17.5 in the treated group (110 ± 6) was higher than that in the control group (44 ± 2, *p* < 0.05) (Fig. 3D). On embryonic day E18.5, most of the breaks were repaired in untreated control mice (16 ± 2, DMC1 foci per cell); however, in the PB-treated group, the number of DMC1 foci remained high (54 ± 3, *p* < 0.05) (Fig. 3D).

**Fig. 3:**
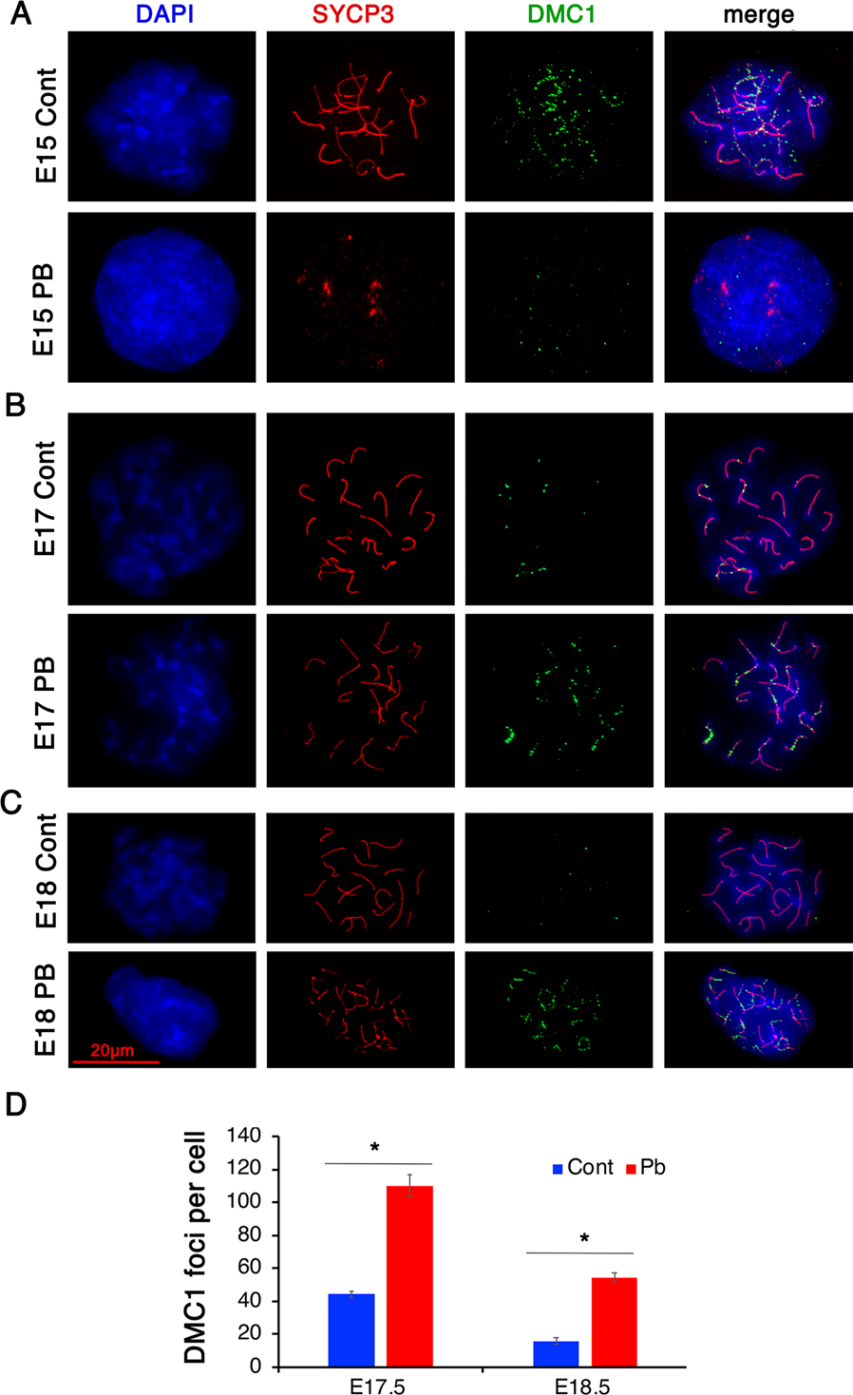
A critical meiotic step is perturbed in embryonic ovaries exposed to PB. Surface spreads from E15.5 control (**A**, top row) and PB-treated ovaries (**A**, bottom row) were immunostained with anti-DMC1 (green) and anti-SYCP3 (red) antibodies (63X magnification). **B** Surface spreads from E17.5 control (**B**, top row) and PB-treated ovaries (**B**, bottom row). **C** Surface spreads from E18.5 control (**C**, top row) and PB-treated ovaries (**C**, bottom row). **D** Quantitative analysis of the number of DMC1 foci per cell performed on at least twenty E17.5 and E18.5 oocytes from four replicates from different litters; *n* = 4 for each group; *p < 0.05, nonparametric Mann–Whitney test

Thus, exposure to PB leads to a delay in the formation of the synaptonemal complex and the persistence of DSBs in embryonic ovaries.

### Exposure to PB leads to gene expression alterations in embryonic ovaries

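RNA was sequenced from ovaries of E15.5 embryos. The pregnant mice had received PB, an inhibitor of histone deacetylases (HDACs), by oral gavage at 5 mg/kg every 2 days from E6.5 to E15.5, or DMSO and water alone. Each group comprised 3 biological replicates. Each replicate was a pool of at least 8 ovaries according to the RNA-seq methods, whereas the RNA extraction methods give 4 ovaries per pool. The authors aligned the reads to the mm10 genome with HISAT2, assembled and merged the transcripts with StringTie on the RefSeq annotation, and deposited the raw read counts that prepDE derives from the coverage of each of 114412 transcripts. StringTie divides the reads of a locus among its transcripts, so the count of a transcript depends on that division. The counts summed to 103627570, 125985399 and 97165644 in the control pools and to 100650825, 104696262 and 120143093 in the PB pools. A level of 3 counts was taken as the floor of detection. Depending on the pool, it corresponded to 0.0253 to 0.0311 normalized counts (CPM) for transcripts and to 0.0257 to 0.0319 CPM for gene sums. This floor and the confidence intervals on shares cover counting error alone. Transcripts were compared with edgeR's quasi-likelihood test on the deposited counts after TMM normalization, with low counts removed by filterByExpr, which kept 51227 transcripts. The thresholds were those of the paper, a fold change of at least 2 and an FDR of at most 0.05. Gene levels were obtained by summing the counts of all transcripts that carry the same gene name, and 19437 genes passed the same filter. The biological coefficient of variation between pools was 98.4% for transcripts and 20.95% for genes. Positions refer to mm10, as in the deposited annotation, and values after ± are SD over the 3 pools of a group.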

Next, to determine whether in utero PB exposure affects gene expression, we performed transcriptomics analysis by using strand-specific RNA sequencing. We identified 1169 transcripts whose expression was changed in comparison to the expression in control ovaries (FC ≥ 2, FDR ≤ 0.05). These transcripts represented 2.45% of the total transcriptome (47,623 transcripts expressed in all three biological replicates in the control group) (Additional file 1: Table S1). 

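Of the 51227 transcripts tested with edgeR, 17 passed both thresholds and 1824 (3.56%) had an unadjusted p-value under 0.05. DESeq2's Wald test, which the authors used, moved this number most of the alternatives tried, to 1169 transcripts, and all 17 were among them. In the 6 fits that each left out 1 pool, between 0 and 8 of the 17 transcripts were called again. In data simulated from the spread of these counts, edgeR recovered 0 of 200 transcripts changed 4-fold and 52 of 200 changed 64-fold. DESeq2 recovered 56 of 200 changed 4-fold, with 679 false calls. A transcript that edgeR did not call can therefore still have changed. The 3 values of one group all lay above the 3 of the other in 9.95% of the tested transcripts, where chance gives 10%. Among the called transcripts were 4 of Csnk1a1, which spans positions 61555183 to 61590315 of chromosome 18. XR_386023.3 had 0 counts in every control pool and 10608, 10936 and 13238 counts in the PB pools, which is at least 3731-fold higher (FDR = 0.0120). XR_386022.3 rose with a log2 fold change of 4.33 (SE 0.25, FDR = 0.0326). XM_006526388.2 fell with a log2 fold change of -1.67 (SE 0.073, FDR = 0.0150), and XM_006526384.2 with one of -1.43 (SE 0.079, FDR = 0.0297). Summed over its transcripts, Csnk1a1 was measured at 297 ± 6.41 CPM in control and 291 ± 2.73 CPM in PB-exposed ovaries, a log2 fold change of -0.029 (SE 0.038, FDR = 0.905). The transcript MSTRG.5265.3 of Hmgcs1 also had 0 counts in every control pool, against 8901, 7941 and 8817 in the PB pools, and was at least 2768-fold higher (FDR = 0.0207). Its gene sum moved the other way, with a log2 fold change of -0.44 (FDR = 0.0377). Among the lower transcripts, XM_017314867.1 of Dgkz had 1271, 2073 and 1310 counts in the control pools and 1 count in each PB pool, at least 522-fold lower (FDR = 0.00792), while the gene sum of Dgkz had a log2 fold change of -0.040 (FDR = 0.904). The 5 transcripts with the smallest p-values in each direction also included NM_183275.2 of Tefm, which rose with a log2 fold change of 6.32 (SE 0.36, FDR = 0.0323), and MSTRG.2960.6 of Rffl, XR_375607.3 of Trim33, XM_006540600.3 of Man2a2 and XM_006521508.3 of Oplah, which fell with log2 fold changes of -7.47, -7.95, -7.94 and -8.85 and FDRs between 0.00792 and 0.0127. The gene sums of Tefm, Rffl, Man2a2 and Oplah moved with the transcript, with log2 fold changes of 0.34, -0.22, -0.054 and -0.021, and that of Trim33 moved the other way, with one of 0.080. With known transcripts alone, 4 of these genes were called, Tefm at a log2 fold change of 3.40, Man2a2 at -3.08, Rffl at 1.60 and Hmgcs1 at -1.48, the last 2 without the assembled transcript that had been called.

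**Figure D1:**
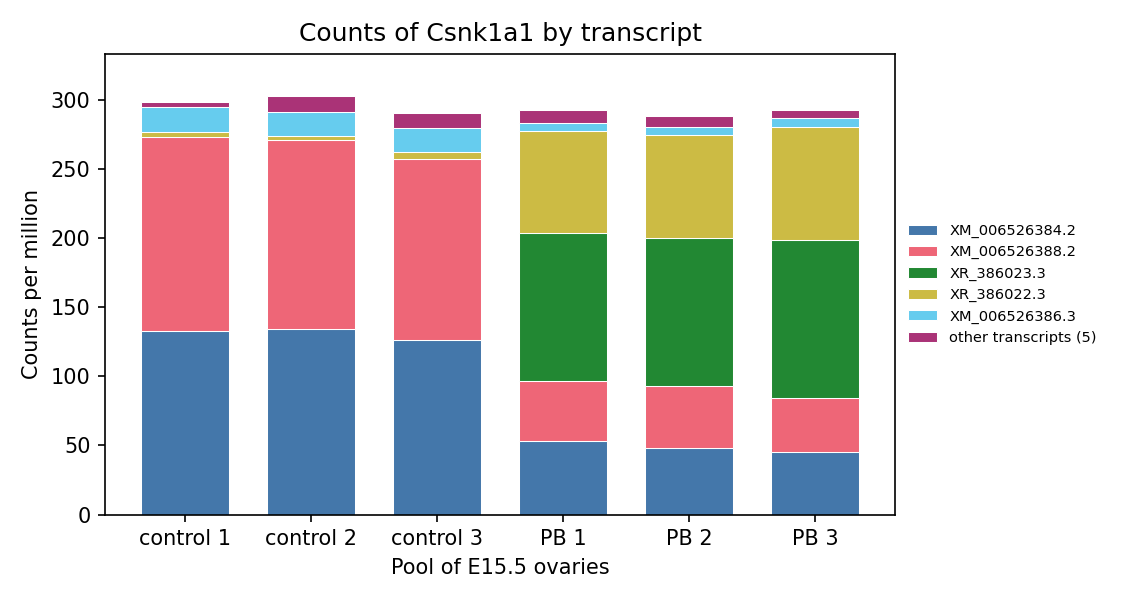
Counts of Csnk1a1 in each pool of E15.5 ovaries, in CPM after TMM normalization of the gene sums. Each bar is 1 pool and each colour 1 transcript, and the height of the bar is the gene sum, which stays near 291 to 297 CPM on average while XR_386023.3 and XR_386022.3 take a larger part in the PB pools.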

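A count in all 3 control pools was recorded for 48604 transcripts, and the 17 transcripts called by edgeR amount to 0.0350% of that number. Of the 1169 transcripts that DESeq2 called, 354 had no count in at least 1 of the 3 control pools. The gene sums were compared with the transcript calls. None of the genes of the 17 transcripts was itself called in the same direction (0 of 17, 95% Wilson interval 0 to 18.4%), and 6 of the 17 (35.3%) had a gene sum that moved the opposite way. For the transcripts called by DESeq2, the gene was called in the same direction for 8 of 1169 (0.684%, 95% Wilson interval 0.347 to 1.34%). Of the 1163 with a log2 fold change of the gene sum, 476 (40.9%) had one of the opposite sign. The median log2 fold change of the gene sum, taken in the direction of the transcript, was 0.021 for these transcripts, with quartiles of -0.058 and 0.12. A transcript called by DESeq2 held a median of 6.04% of the counts of its gene. At such a share, a true change of the transcript alone can hardly move the gene sum 2-fold. Few genes called the same way therefore do not show that the transcripts were unchanged. In 619 of them, the pools of the lower group were all at or under the floor, and in 236 (20.2%) at least 1 pool of the higher group was also at or under it.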

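With edgeR, 7 transcripts were higher and 10 were lower in PB-exposed ovaries. The 7 belonged to 6 genes and the 10 to 8 genes, and Csnk1a1 was on both sides. DESeq2 gave 600 higher and 569 lower transcripts from 529 and 498 genes, and 86 genes had transcripts in both directions. When counts were summed per gene, 3 of the 19437 genes passed both thresholds, 2 higher and 1 lower, and 868 genes had an unadjusted p-value under 0.05. Npc2, on chromosome 12 from 84754559 to 84773112, was measured at 65.0 ± 1.08 CPM in control and 149 ± 3.30 CPM in PB-exposed ovaries, with a log2 fold change of 1.20 (SE 0.042, FDR = 0.000772). Sparc, on chromosome 11 from 55394159 to 55420080, was measured at 545 ± 3.22 CPM in control and 1109 ± 41.2 CPM in PB-exposed ovaries, with a log2 fold change of 1.02 (SE 0.048, FDR = 0.00230). Transcripts that match a RefSeq intron chain held 100.0% of the counts of Sparc in control and 26.7% in PB-exposed ovaries, and with these transcripts alone its log2 fold change was -0.85 (SE 0.98) and Npc2 was no longer called. Tspan14, on chromosome 14 from 40906427 to 40966940, was measured at 58.1 ± 1.92 CPM in control and 24.5 ± 1.36 CPM in PB-exposed ovaries, with a log2 fold change of -1.25 (SE 0.062, FDR = 0.00230). These 3 genes were called in each of the 6 fits without 1 pool. Hmgcs1 and Spata2 also had an FDR under 0.05 but changed less than 2-fold, with log2 fold changes of -0.44 and 0.72.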

Of the differentially expressed genes (DEGs), the numbers of upregulated and downregulated genes were nearly equal (Additional file 1: Fig. S7).

To reveal the effects of PB treatment on molecular pathways, we performed functional annotation of differentially expressed genes (DEGs) using the DAVID tool. Several functions were overrepresented for the downregulated genes. Notably, we identified enrichment for 16 genes encoding WNT signalling pathway proteins (e.g., *Cxx4*, *Dixdc1*, *Sox17*, *Axin2*, *Hic1*, *Lgr4*, *Rnf146*, *Wnt2*) and spermatogenesis-related proteins (12 genes, e.g., *Sohlh1, Tdrd9, Zfx, Rnf114, Nek1*) (Fig. 4A). 

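The 8 WNT pathway genes have 9 transcripts in Table S1, of which 8 were lower and 1 was higher in PB-exposed ovaries. The gene named Cxx4 is listed as Cxxc4 in the deposited annotation. The filter kept 4 of the 9 transcripts, and edgeR called none of them, with an unadjusted p-value under 0.05 for 4. As edgeR recovered 0 of 200 simulated 4-fold changes of transcripts, these missing calls do not exclude a change. In 6 of the 9, one group was at or under the floor in all 3 pools. The 9 transcripts held between 0.157% and 44.3% of the counts of their genes, with a median of 5.29%. Summed per gene, 2 of the 8 genes were higher and 6 lower, from a log2 fold change of -0.72 for Wnt2 to 0.11 for Rnf146. No gene was called, none had an unadjusted p-value under 0.05, and the number of genes called when FDRs were adjusted over the list alone was 0. As the study chose this list on the same samples, that last count is not independent evidence. Wnt2, at 1.05 ± 0.629 CPM in control and 0.634 ± 0.0526 CPM in PB-exposed ovaries, had an SE of 0.45 and an FDR of 0.888. Its log2 fold change was -1.08 without control 1 and -0.19 without control 3. Sox17 had transcripts in both directions. XM_006495474.2 had 129, 97 and 202 counts in the control pools and 0 in the PB pools, at least 50.1-fold lower, with an edgeR FDR of 0.306 and FDRs from 1.11e-09 with DESeq2 to 1 across the alternatives. XM_011238364.2 had 0 counts in the control pools and 310, 15 and 2 in the PB pools, at least 37.3-fold higher on average, a bound that rests on PB 1, while PB 3 was under the floor. The gene sum of Sox17 was 5.90 ± 1.86 CPM in control and 5.13 ± 0.232 CPM in PB-exposed ovaries, a log2 fold change of -0.20 (SE 0.24, FDR = 0.901).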

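The 5 spermatogenesis-related genes Sohlh1, Tdrd9, Zfx, Rnf114 and Nek1 have 7 transcripts in Table S1, all lower in PB-exposed ovaries. Of these, 5 were tested with edgeR and none was called, with an unadjusted p-value under 0.05 for 5. Here too, the missing edgeR calls do not exclude a change of the transcripts. Per gene, 4 of the 5 genes were higher and 1 was lower in PB-exposed ovaries. The gene sums were not called, none had an unadjusted p-value under 0.05, and 0 were called when adjusted over the list alone, a list that the study also chose on these samples. Sohlh1, on chromosome 2 from 25842995 to 25847248, was at 1.90 ± 0.241 CPM in control and 1.52 ± 0.328 CPM in PB-exposed ovaries, a log2 fold change of -0.32 (SE 0.21, FDR = 0.888). Its transcript XM_006497875.3, which held 52.8% of its counts, had a log2 fold change of -1.07 (SE 0.31, FDR = 1.00). The transcript XM_006516317.3 of Tdrd9 had 254, 125 and 167 counts in the control pools and 0 in the PB pools, at least 63.4-fold lower (FDR = 0.270). The gene sum of Tdrd9 was 6.31 ± 0.892 CPM in control and 7.26 ± 2.15 CPM in PB-exposed ovaries, with a log2 fold change of 0.20 (SE 0.24, FDR = 0.901).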

For the upregulated genes, we found several functions/characteristics that were overrepresented, including transcriptional regulation (70 genes), Zn-fingers (67 genes) and kinases (43 genes) (Fig. 4B). Thus, our analysis of DEGs showed that genes encoding Zn-finger proteins were among the most altered genes, suggesting that PB exposure mainly affects the expression of these genes.

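Zn-finger genes were taken as the genes whose symbol starts with a Zn-finger family prefix such as Zfp, Zbtb, Zscan or Zc3h, and each gene was counted once. This symbol rule is not the annotation that the paper used. A gene that encodes a Zn-finger protein under another kind of symbol is not counted by it. None of the 6 genes with a transcript that edgeR called higher was a Zn-finger gene, against 593 of the 19218 genes with a tested transcript (3.09%, Fisher's exact test, two-sided p = 1). Random lists of 6 genes matched on the number of tested transcripts held a mean of 0.310 Zn-finger genes. The upper limit of the 95% confidence interval of the odds ratio was 26.7. A count of 0 in so short a list therefore cannot tell an overrepresentation from its absence. The alternative that moved the edgeR result most was DESeq2's Wald test. With it, 16 of 529 genes with a higher transcript were Zn-finger genes (3.02%), against 605 of 26599 genes tested (2.27%), an odds ratio of 1.35 (95% confidence interval 0.760 to 2.23, Fisher's exact test, two-sided p = 0.237). Genes with more tested transcripts have more chances to enter the list. In 10000 random gene lists matched on the number of tested transcripts, the mean number of Zn-finger genes was 21.3, and 95% of the lists held between 13 and 30 (a two-sided p-value of 0.268 by resampling). With the narrower rule of symbols that start with Zfp or Znf, 10 of the 529 genes were Zn-finger genes (odds ratio 1.34, Fisher's exact test, two-sided p = 0.351).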

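On the lower side, none of the 8 genes with a transcript that edgeR called was a Zn-finger gene by the symbol rule (Fisher's exact test, two-sided p = 1). Matched random lists for these 8 genes held a mean of 0.42, so this count cannot decide the question either. With DESeq2, 25 of 498 genes with a lower transcript were Zn-finger genes (5.02%), an odds ratio of 2.33 (95% confidence interval 1.48 to 3.51, Fisher's exact test, two-sided p = 0.000336). The matched random lists held a mean of 19.8 such genes, with 12 to 28 in 95% of them (a two-sided p-value of 0.265 by resampling). With the narrow rule, the odds ratio was 1.43 (Fisher's exact test, two-sided p = 0.251). From the overrepresentation of Zn-finger proteins among the differentially expressed genes, the paper concludes that these genes were among the most altered, and it proposes that PB mainly affects their expression.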

**Fig. 4:**
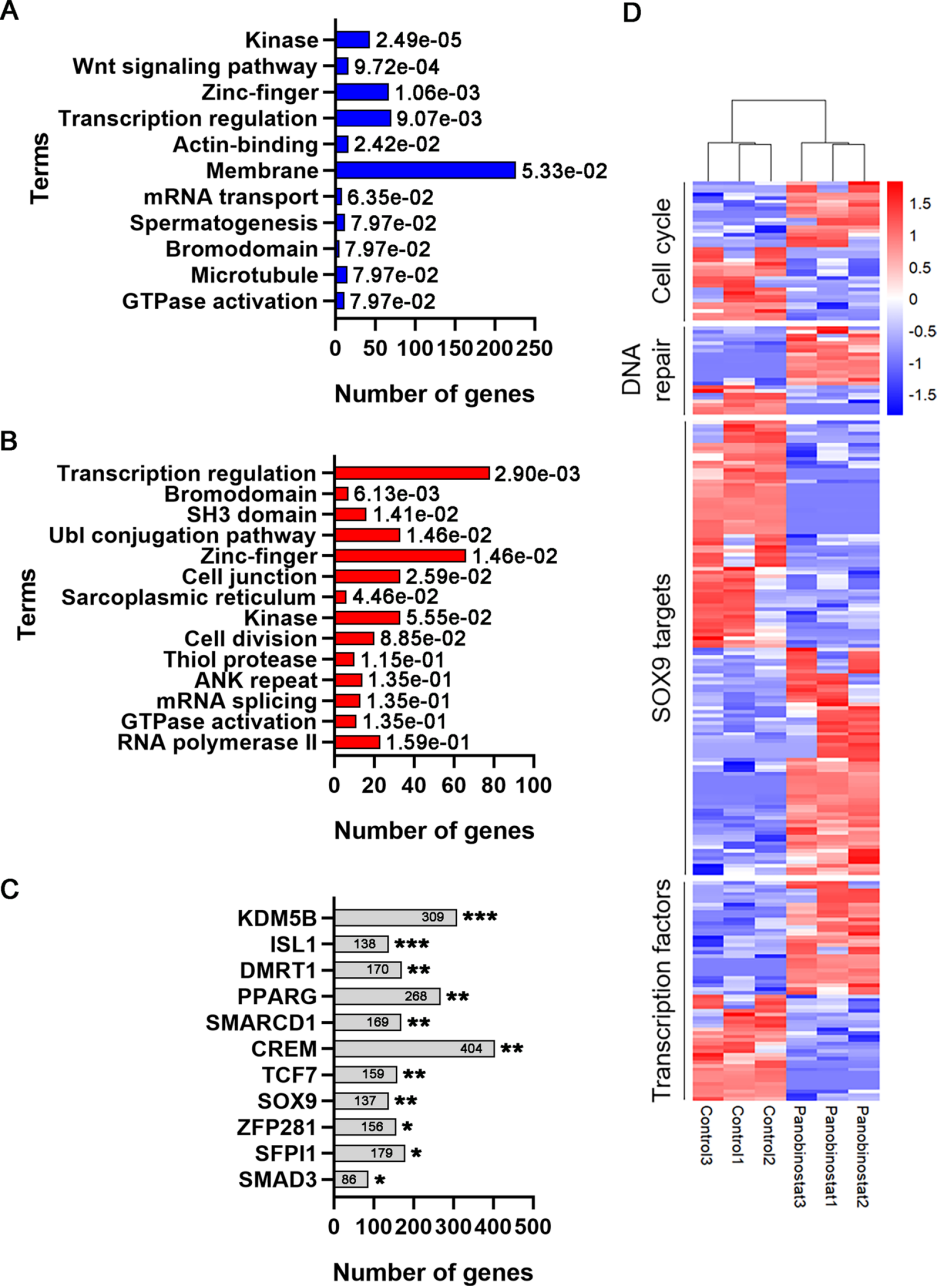
Gestational exposure to PB alters developmental genes, transcription factors and genes encoding Zn-finger proteins. Gene expression analysis was performed by RNA transcriptomic analysis using 3 biological replicates from control and PB-exposed E15.5 ovaries. Gene Ontology function analysis of the downregulated (**A**) and upregulated genes **B** was performed. **C** Analysis using the CHEA2016 dataset from Enrichr showed that many DEGs are regulated by gonad differentiation-specific genes (DMRT1, SOX9). **D** Heatmap illustrating the subset of DEGs encoding the cell cycle, DNA repair, and transcription factors

We also performed an alternative functional annotation using the *ChEA2016* database from *Enrichr*, and we detected upregulated genes that are known to be regulated by male-specific factors. According to the *ChEA2016* database, 137 out of 1384 differentially expressed genes are regulated by SOX9, and 170 out of 2072 are regulated by DMRT1 (Fig. 4C).

Next, we also analysed DEGs using g:Profiler, a functional annotation tool. This analysis showed that a large group of genes were annotated to organism development processes. These genes fell into the cell cycle, DNA repair, and transcription factor categories (Fig. 4D).

Our RNA-seq data did not reveal any alterations in HDAC mRNA expression, except for that of *Hdac7* (transcript variant X6, XM_006521208.3), which was expressed only in PB-exposed mice (FC = 875.93, FDR = 0.056), suggesting that the phenotypes observed following PB exposure were a consequence of direct HDAC inhibition rather than impaired transcriptional regulation of HDAC genes.

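The 18 genes that encode HDACs and sirtuins were all tested, and none was called. None had an unadjusted p-value under 0.05, and the smallest FDR was 0.888. When FDRs were adjusted over the list alone, 0 genes were called. Of their transcripts, edgeR tested 84 and called 0, with 2 at an unadjusted p-value under 0.05, and DESeq2 tested 120 and called 0, with 10 at that p-value. Both tests missed most simulated 4-fold changes of transcripts, so these missing calls do not exclude a change of a transcript. The Hdac7 transcript XM_006521208.3 had 1, 0 and 0 counts in the control pools and 384, 547 and 0 counts in the PB pools. Its mean level was at least 105-fold higher in the PB pools, although PB 3 held no count of it. It amounted to 2.37% of the counts of Hdac7. The filter removed it from the edgeR test. The alternatives gave FDRs from 0.0556 with DESeq2 to 1.00. From the absence of other changes, the paper proposes that the phenotypes follow from direct HDAC inhibition and not from altered transcription of HDAC genes.

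**Figure D2:**
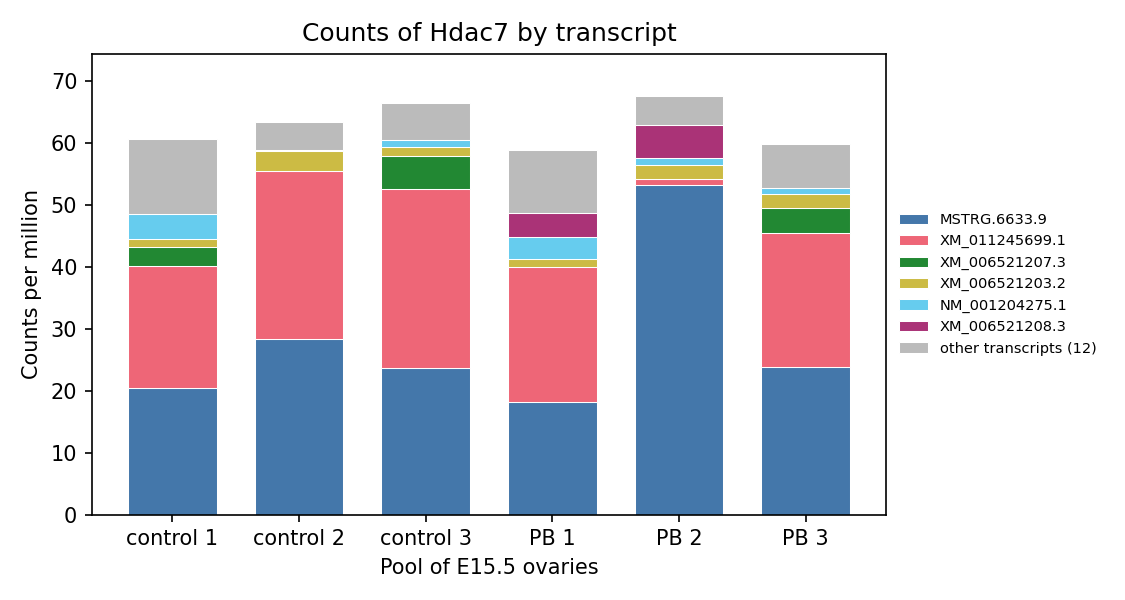
Counts of Hdac7 in each pool of E15.5 ovaries, in CPM after TMM normalization of the gene sums. Each bar is 1 pool and each colour 1 transcript. XM_006521208.3 appears in PB 1 and PB 2 and not in PB 3, and the transcript MSTRG.6633.9 holds 44.7% of all counts of the gene.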

To determine whether the PB-induced defects observed in embryonic ovaries were restored after birth, we performed RT-qPCR of some target genes at PND5. We found that genes encoding histone-modifying enzymes, such as *Fgfr1*, *Foxo3*, *Kat2a* and *Kat2b,* were downregulated (Wilcoxon–Mann–Whitney, *p*-value = 0.057) (Additional file 1: Fig. S8), whereas genes encoding DNA repair or apoptosis proteins were not altered (except for the repair protein *Mus81*, which was downregulated). In summary, in utero PB exposure results in mostly transitory transcriptional deregulation of several key functional compartments in the embryonic ovaries.

### DNA methylation tends to be increased at the promoters of the master regulator genes *Dazl, Ddx4* and *Hormad1*

Alterations in gene expression could be a consequence of the effects of PB on the somatic-to-germline transition process, during which somatic cells lose methylation and establish germline lineage-specific marks. Since DNA demethylation at master regulator genes such as *Ddx4, Hormad1* and *Dazl* is critical for maintaining the germ cell lineage [2], we analysed the promoter methylation of these genes in E15.5 ovaries. We found a tendency for increased DNA methylation at *Ddx4, Dazl* and *Hormad1* (*p* = 0.057 for *Ddx4* and *Dazl,* *p* = 0.1 for *Hormad1*) promoter CpG islands (Fig. 5), suggesting a possible impact of PB not only on histone modification levels, but also on DNA methylation levels. This DNA methylation increase could also reflect an alteration of the germline-to-somatic cell ratio, as these genes are normally highly methylated in somatic cells.

**Fig. 5:**
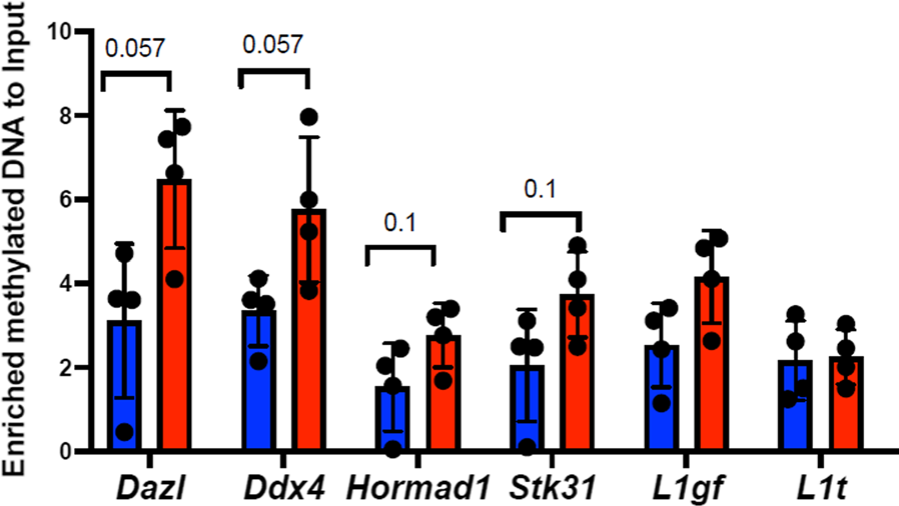
DNA methylation is increased in the promoters of germline master regulator genes. The average values for the methylated DNA-to-input ratios were calculated and plotted. The DNA methylation levels of promoter LINE-1 (L1) retroelements were used as positive controls. A nonparametric Mann–Whitney test was used to assess statistical significance, and the exact p-values are indicated at the tops of the columns

### Decreased oocyte number at E15.5 in PB ovaries

Since SGT reprogramming is critical for the establishment of the germ cell lineage and because we observed alterations in DNA methylation at genes involved in the maintenance of the germ cell lineage, we counted germ cells in E15.5 ovary sections. We prepared paraffin sections from E15.5 ovaries and immunostained them for the germ cell marker DDX4 (Fig. 6A). Germ cell counting revealed a 30% decrease in oocyte number at E15.5 (*p* < 0.05) (Fig. 6B), suggesting a possible deleterious effect of PB exposure on the germline cell population.

**Fig. 6:**
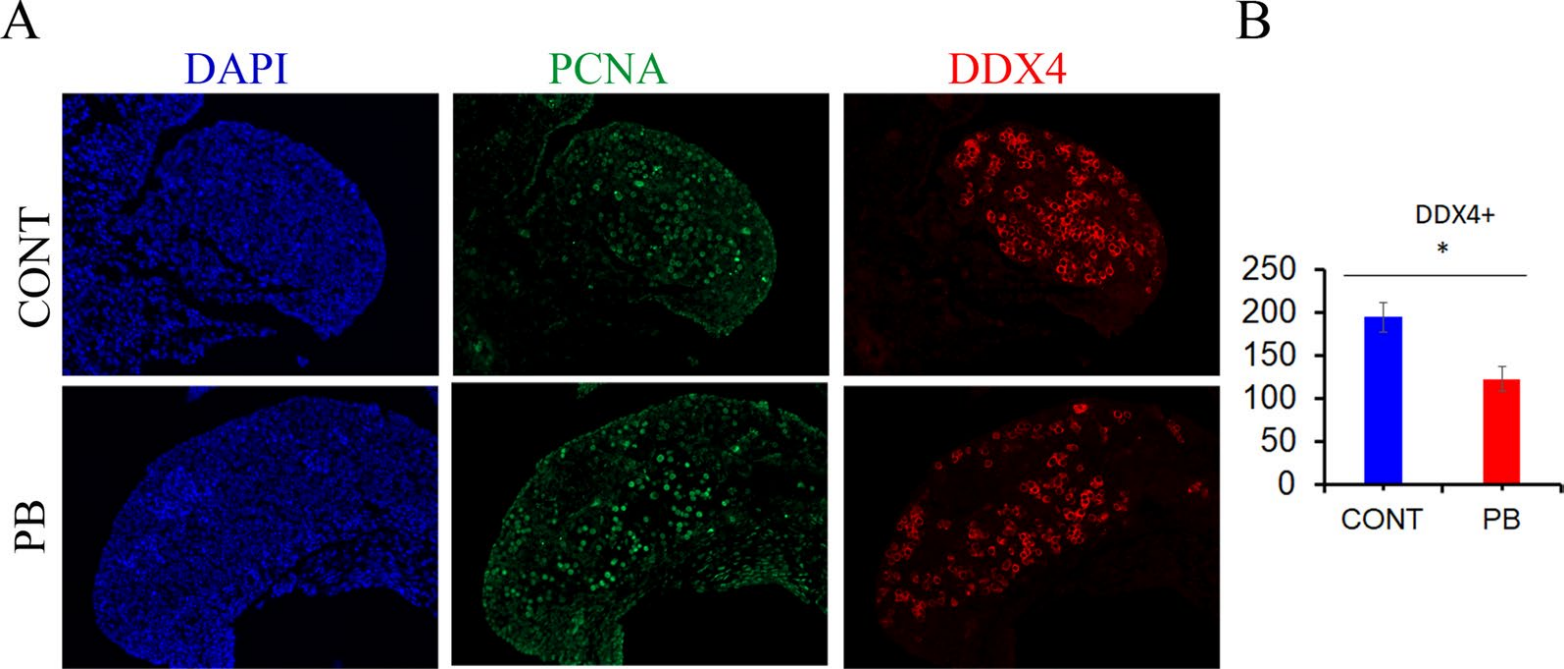
The germ cell number decreases upon PB treatment. **A** Paraffin sections of E15.5 ovaries were immunostained against DDX4 (red) and PCNA (green) in the control (top panel) and PB (bottom panel) groups. **B** The germ cells were scored for 5 biological replicates. The scores were averaged and plotted, and the data are presented as the number of oocytes per section ± SEM, nonparametric Mann–Whitney test. PCNA staining was used to illustrate that the germ cells were undergoing HR in oocytes

### Increased follicle growth at PND5 in PB-exposed ovaries

To check the follicle maturation efficiency, we immunostained PND5 ovary sections with an oocyte marker, MSY2, which is a cytoplasmic marker of germ cells. At this timepoint, MSY2 stained mainly primary and secondary follicles, which are oocytes surrounded by one or two layers of somatic granulosa cells (Fig. 7A). We detected an increase in MSY2-positive cells in the PB group (Fig.  7B), suggesting that more oocytes were undergoing maturation in the PB group than in the control group. To confirm our observation, we coimmunostained the ovaries for the proliferation marker PCNA and the mitosis marker phospho-histone H3 (serine 10) (Fig. 7C). We observed that both markers had increased signal intensity at PND5, confirming the proliferation of somatic cells.

**Fig. 7:**
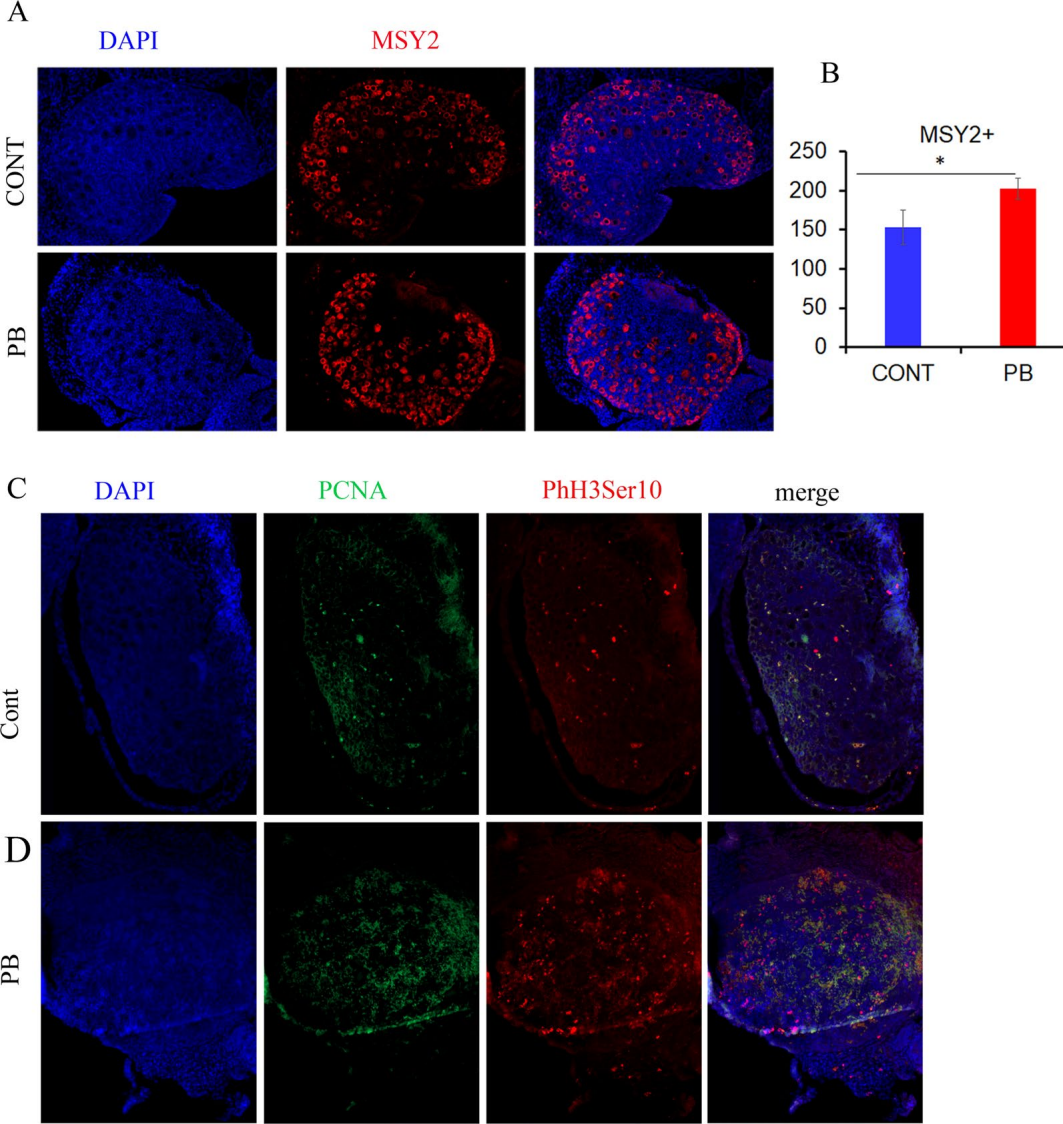
Increased proliferation in PB-exposed PND5 ovaries. **A** Paraffin sections of PND5 ovaries were immunostained for MSY2 (red) in the control (top) and PB (bottom) groups. **B** The follicles were scored for 5 biological replicates. The scores were averaged and plotted and are presented as the number of follicles per section ± SEM; *p < 0.05, nonparametric Mann–Whitney test. **C** Representative image of paraffin sections of PND5 ovaries immunostained for PCNA (green) or phosphorylated histone 3 at serine 10 (red) in the control (top) and PB (bottom) groups. Since PCNA and phosphorylated -histone H3 at serine 10 showed heterogeneity in cell type staining, quantitative analysis of fluorescence-positive cells was not performed

To determine whether gestational exposure to PB affects the follicular population in adult mice, we analysed histological sections of ovaries from 5-month-old mice (Fig. 8A, B) and scored the different follicle types as described in the Methods section. Analysis of the follicle counts (Fig. 8C) showed a 3.6-fold decrease in primordial follicles (139 ± 24 control, 39 ± 24 treatment, *p < 0.05, *t*-test), a 2.2-fold decrease in primary follicles (191 ± 27 control, 88 ± 32, treatment, *p < 0.05, *t*-test) and a 1.7-fold decrease in secondary follicles (61 ± 8, control, 35 ± 6 treatment, *p < 0.05, *t*-test, minimum 4 animals for each group).

**Fig. 8:**
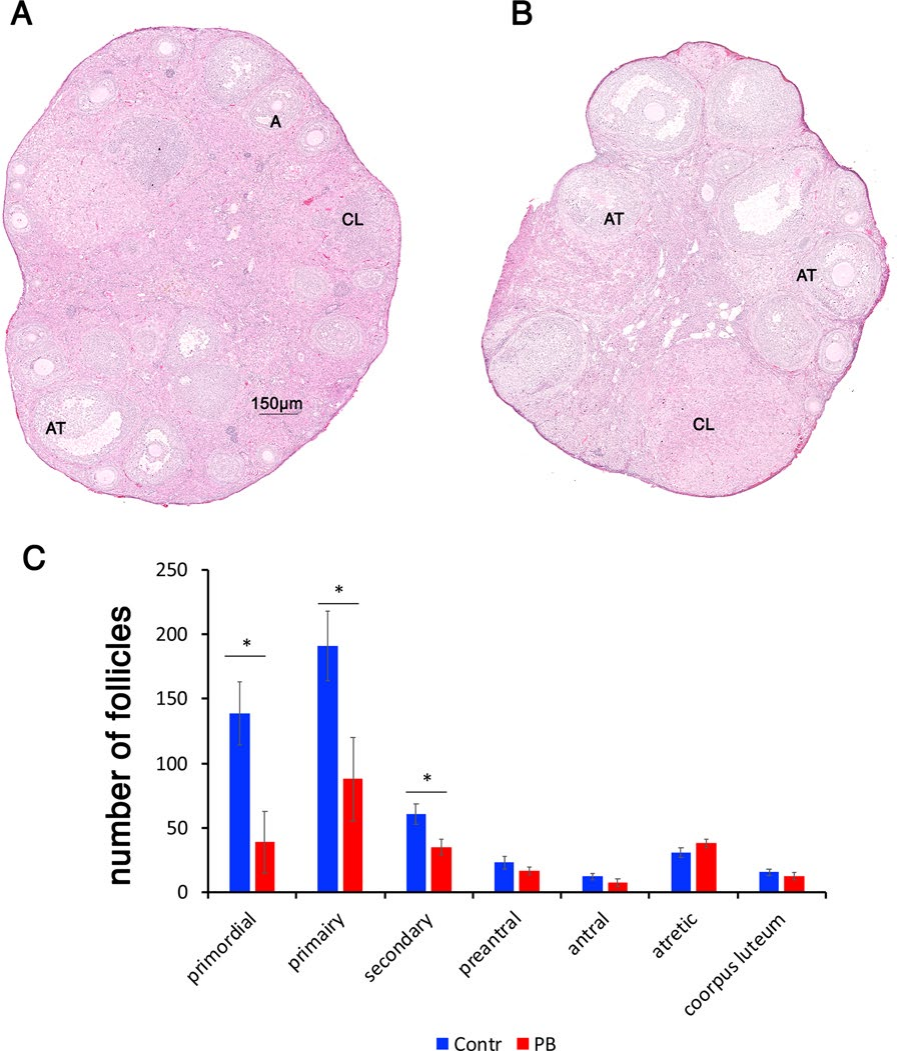
PB-induced morphological changes in adult ovaries. Representative H&E-stained images of ovaries in control (**A**) and PB-treated (**B**) samples (NanoZoomer; 5X magnification). In control ovaries, most of the late follicles were healthy; in contrast, in treated ovaries, decreases in primordial, primary and secondary follicles were observed. **C** Quantitative analysis of follicle numbers. The follicles were counted manually using NDP.view2 software and were categorized according to the classification defined in the Methods sections. We scored follicles in 4 biological replicates for the control and treated groups. The total numbers were compared; *n* = 4 for each group; *p < 0.05, nonparametric Mann–Whitney test. AT, atretic follicle; A, normal antral follicle; CL, *corpus luteum*

### The transcriptional network is perturbed in adult mouse ovaries following gestational PB exposure

We performed RT-qPCR gene expression analysis on the ovaries of adult mice that were exposed to PB as embryos. Several candidate genes were selected, including HDACs, histone-modifying enzymes, germ cell markers, genes involved in the oestrogen signalling pathway and genes involved in the transcriptional regulation of ovarian development (*Foxl2, Foxo3).* We also examined the expression of genes that are involved in the oxidative stress response (*Gpx1, Sod1)* and DNA damage (*H2afx*). We found that the expression of the genes encoding *Hdac1, Hdac5, Hdac6, Hdac11*, *Sirt2, Sirt3* and *Sirt7* increased following in utero PB treatment (Fig. 9A). We also found that the *Esr2, Lhchr, Fshr, Fst, Foxl2* and *Foxo3* genes were upregulated in the ovaries of in utero-treated mice (Fig. 9B). The expression of other histone-modifying enzymes was not significantly affected. The expression of *Gpx1*, a gene encoding a detoxification enzyme, was reduced in exposed ovaries (Fig. 9C). Our data show that in utero exposure to PB leads to gene expression alterations.

**Fig. 9:**
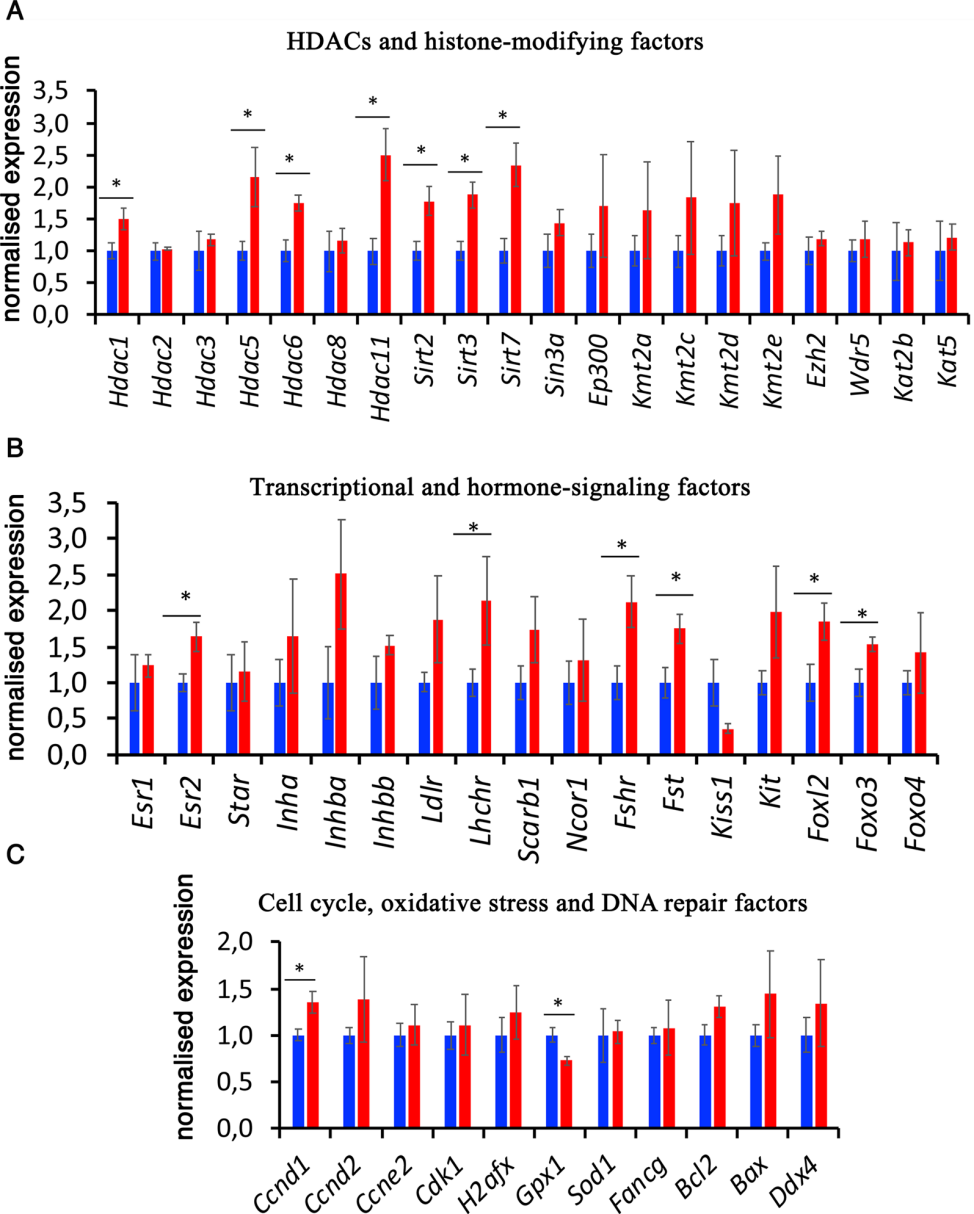
Gene expression in adult ovaries. Gene expression was analysed by RT-qPCR using RNA from ovaries from 5-month-old animals. The expression of genes was normalized to the expression of the housekeeping gene *Rpl37a* and is presented as the average signal compared to the control ± SEM; *p < 0.05, nonparametric Mann–Whitney test; *n* = 5 for the control and PB groups. The RT-qPCR primers are listed in Additional file 1: Table S2

### Decreased H3K4me3 marks in adult oocytes following in utero PB exposure

To determine whether gene expression is associated with alterations in epigenetic marks in adult ovaries, we immunostained ovary sections using antibodies against the important histone marks H4Ac and H3K4me3 (Fig. 10A, C). Since the signal for both histone marks was detectable only in the nuclei of fully grown oocytes, we analysed this mark in fully grown oocytes and in surrounding granulosa cells. Quantitative analysis of immunofluorescence of H4Ac showed a significant 1.5-fold increase in this marker in surrounding granulosa cells of fully grown oocytes, but we did not observe significant changes in oocytes themselves (Fig. 10B).

**Fig. 10:**
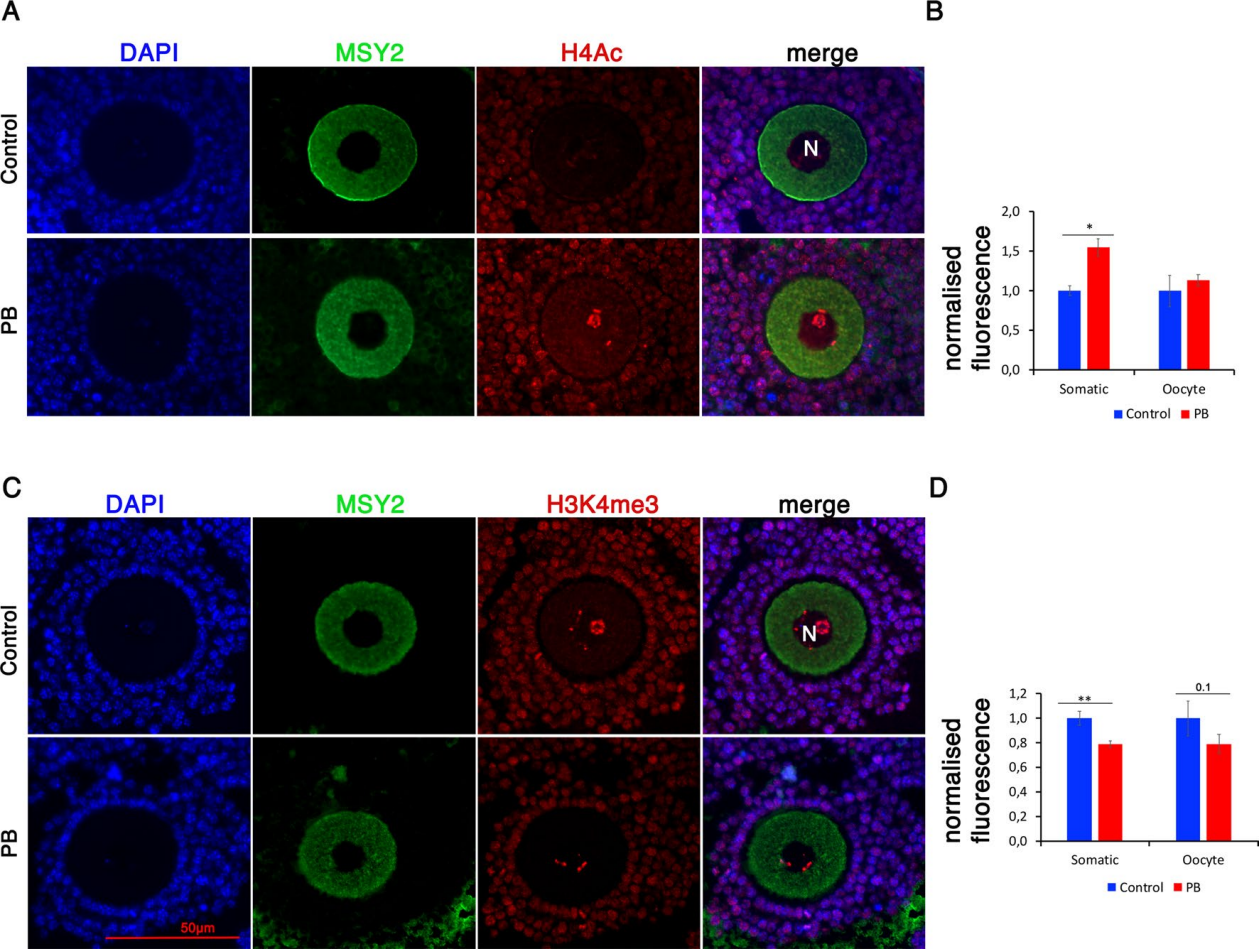
Decreases in histone H4 acetylation and H3K4me3 levels in adult ovaries following gestational PB exposure. Exposure to PB affects histone H4Ac and H3K4me3 levels in grown oocytes in adult ovaries. **A** Representative images of control (top) and PB-treated oocytes (bottom) immunostained for MSY2 (oocyte marker, green) or H4Ac (red) (40X magnification). **B** Quantitative analysis of the H4Ac signals in oocytes and in the surrounding granulosa cells; *n* = 4 for each group; *p < 0.05, nonparametric Mann–Whitney test. **C** Representative images of antral follicles immunostained for H3K4me3 (red) and MSY2 (oocyte marker, green). **D** Quantitative analysis of H3K4me3 signals in granulosa cells and oocytes from control and PB-treated samples; *n* = 4 for each group; p** < 0.01, nonparametric Mann–Whitney test

Quantitative analysis of the H3K4me3 mark showed a 1.3-fold decrease in H3K4me3 marks in surrounding granulosa cells, but no significant changes could be observed in the oocytes of treated ovaries (Fig. 10D).

In conclusion, our analysis revealed that gestational exposure to PB results in changes in gene expression in adult ovaries that are accompanied by an increase in H4Ac and a decrease in H3K4me3 in granulosa cells that surround fully grown oocytes. However, these changes in the levels of key epigenetic marks are not observed in fully grown oocytes.

## Discussion

### Exposure to PB affects meiosis

Given the potential usefulness of PB in human cancer therapy, understanding the mechanisms by which PB affects the female germline is of great importance. In this study, we found an increase in histone acetylation marks following PB exposure, which was expected since PB is an HDAC inhibitor. However, deregulation of the acetylation and deacetylation balance could affect other histone marks, in particular via changes in the regulation of histone-modifying enzymes. For example, we observed a decrease in the histone H3K4 demethylase factor KDM5A, suggesting that an increase in H3K4me3 could reflect decreased demethylation rather than an increase in lysine methyltransferase activity. KDM5A is physically and functionally associated with two histone deacetylase complexes [30]; therefore, HDAC inhibition could influence H3K4me3 levels. Acetylation and methylation are both involved in synaptonemal complex (SC) formation, and their altered levels in PB-treated mice may explain the delay in SC formation at E15.5. Moreover, PB-induced disturbances in the female sex-determination pathway could also lead to delayed entry into meiosis.

We observed the persistence of unrepaired DSBs in PB-exposed animals. Chromatin condensation after hyperacetylation is important for DNA repair [24]. Since acetylation involves a prolonged chromatin relaxation state, we speculate that it could lead to inefficient DNA repair. It has been shown that hyperacetylated chromatin during mitosis impairs proper chromosome condensation during the pre-anaphase stages, resulting in poor sister chromatid resolution [31]. We suggest that similar effects could impact meiosis in PB-exposed ovaries. The decrease in H3K9me3, shown to be associated with chromosome pairing failure [17], could also alter the orientation of chromosomes and delay DNA repair in PB-exposed ovaries.

In addition, exposure to PB, a nonselective HDAC inhibitor, could also affect the activities of HDACs that are directly involved in DNA repair. It has been shown that depletion of either HDAC9 or HDAC10 specifically inhibits homologous recombination [32]. On the other hand, we observed that DNA repair genes such as *Brca1* and *Wrn* (which are both known to be important for homologous recombination) showed decreased expression upon PB exposure. 

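Brca1, on chromosome 11 from 101488761 to 101551957, was measured at 48.3 ± 8.41 CPM in control and 59.7 ± 1.01 CPM in PB-exposed ovaries when its transcripts were summed. All 3 PB pools lay above the 3 control pools, and the log2 fold change was 0.31 (SE 0.12), with an FDR of 0.888 from edgeR. Leaving out 1 pool at a time gave log2 fold changes from 0.19 to 0.44. With known transcripts alone, the log2 fold change was -0.12. The Brca1 transcript listed in Table S1, XM_006532064.3, had 1324, 2058 and 0 counts in the control pools and 0, 1 and 1 counts in the PB pools. It was at least 364-fold lower and held 10.0% of the counts of Brca1, and the filter removed it from the edgeR test because control 3 had no count. The alternatives gave it FDRs from 0.00434 with DESeq2 to 1.00. NM_009764.3, which held 57.8% of the counts of the gene, had a log2 fold change of 1.09 (SE 0.63, FDR = 1.00). Wrn, on chromosome 8 from 33234372 to 33385542, was measured at 43.6 ± 5.12 CPM in control and 42.9 ± 7.56 CPM in PB-exposed ovaries, a log2 fold change of -0.022 (SE 0.14, FDR = 0.984). The difference in Wrn was smaller than the spread between pools, and its sign changed when control 2 was left out (0.069).

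**Figure D3:**
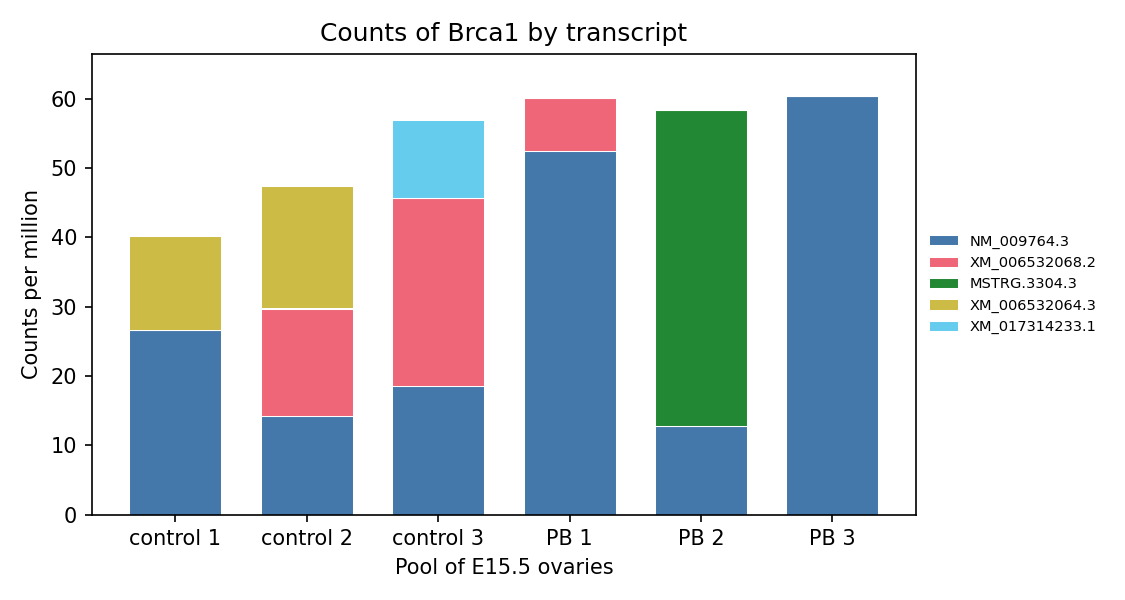
Counts of Brca1 in each pool of E15.5 ovaries, in CPM after TMM normalization of the gene sums. Each bar is 1 pool and each colour 1 transcript. XM_006532064.3 appears in control 1 and control 2, MSTRG.3304.3 almost entirely in PB 2, and the gene sums average 48.3 CPM in control and 59.7 CPM in PB-exposed ovaries.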

Since we did not analyse gene expression separately in somatic and germ cells, we cannot exclude the possibility that the observed alterations in DNA repair genes were present in somatic cells.

Altogether, the findings reveal that the chromatin state, effects on DNA repair genes and inhibition of HDACs involved in HR could lead to persistence of DSBs. We could not exclude that the presence of high number of DSBs is due to delayed entry into meiosis. Further work is required to answer this question. Since the persistence of DSBs has strong therapeutic potential, as it allows the specific elimination of rapidly growing cancer cells, further work is required to reveal the roles of other DNA repair factors perturbed by PB. We identified DNA repair factors in our RNA-seq data, including *Chek2, Huwe1, Neil1, Palb2, Paxip1, Polb, Recgl, Tex15,* and *Trp53bp1*, which should be further investigated.

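Together with Brca1 and Wrn, these make 11 DNA repair genes, with the gene named Recgl listed as Recql in the deposited annotation. Table S1 holds 14 transcripts of 10 of them, 5 lower and 9 higher in PB-exposed ovaries, which held a median of 2.87% of the counts of their genes. The edgeR test covered 9 of the 14 and called 1, the Paxip1 transcript MSTRG.13658.2. It held 34.7% of the counts of Paxip1 and rose from 223, 256 and 205 counts in the control pools to 2227, 2757 and 2679 counts in the PB pools, with a log2 fold change of 3.45 (SE 0.14, FDR = 0.0133). Without 1 pool, its FDR lay between 0.0582 and 0.119. A second Paxip1 transcript, MSTRG.13658.3, with 47.8% of the counts, had a log2 fold change of -2.41 (SE 0.40, FDR = 0.367). The gene sum of Paxip1, on chromosome 5 from 27740080 to 27791813, was 39.1 ± 1.46 CPM in control and 37.8 ± 4.86 CPM in PB-exposed ovaries, a log2 fold change of -0.047 (SE 0.098, FDR = 0.937). With known transcripts alone, this sum had a log2 fold change of 0.46. Summed per gene, 5 of the 11 genes were higher and 6 lower, and none was called. Brca1 alone had an unadjusted p-value under 0.05, and 0 genes were called when adjusted over the list alone, a list that the study chose on these samples. The lowest log2 fold change was -0.14 for Chek2 and the highest 0.93 for Tex15. That of Chek2 (SE 0.22) was 0.037 without control 2 and -0.36 without PB 2. Tex15 was measured at 118 ± 39.1 CPM in control and 226 ± 133 CPM in PB-exposed ovaries (SE 0.53, FDR = 0.888), and its log2 fold change was 0.61 without PB 3 and 1.35 without PB 2.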

### Consequences of PB exposure on gene expression

Since we did not observe alterations in HDAC gene transcription levels, we believe that the observed PB effects are a direct or indirect consequence of HDAC enzyme inhibition. On the other hand, we observed that more than 100 genes encoding Zn-finger proteins were deregulated. 

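Hdac1 was measured at 135 ± 1.65 CPM in control and 134 ± 6.40 CPM in PB-exposed ovaries, and Hdac2 at 175 ± 2.33 and 177 ± 4.97 CPM. Their log2 fold changes were -0.015 (SE 0.049, FDR = 0.965) and 0.016 (SE 0.040, FDR = 0.948). The log2 fold changes of the 18 HDAC and sirtuin genes ranged from -0.13 for Sirt6 to 1.44 for Hdac5. Hdac5 was at 13.5 ± 0.575 CPM in control and 36.5 ± 42.4 CPM in PB-exposed ovaries (FDR = 0.888). The difference rested on PB 3, without which the log2 fold change was -0.16. It was -0.030 when transcripts were grouped by StringTie locus.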

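Counted once each, 38 of the 941 genes with a transcript that DESeq2 called in either direction were Zn-finger genes (4.04%), an odds ratio of 1.86 (Fisher's exact test, two-sided p = 0.000729). Random lists matched on the number of tested transcripts held a mean of 37.4 such genes, and 4858 of the 10000 lists held at least as many (a two-sided p-value of 0.972 by resampling). Among the 13 genes with a transcript that edgeR called, 0 were Zn-finger genes by the symbol rule. Matched random lists for these 13 genes held a mean of 0.681, so this count decides little. With counts summed per gene, 593 Zn-finger genes were tested and none was called. Of these, 36 (6.07%) had an unadjusted p-value under 0.05, and the smallest FDR was 0.888. Their median log2 fold change was 0.042, and 401 (67.6%) were higher in PB-exposed ovaries. The SE of this median, 0.013, was taken across genes as if they were independent and does not measure the spread between pools. Tested as a set with camera at its preset correlation of 0.01, the Zn-finger genes had a p-value of 0.000837, which did not hold under fry, with a p-value of 0.0507.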

Since PB can directly bind to Zn [33], it is conceivable that PB affects the expression of genes encoding proteins that use Zn for their functional activity.

It has been shown that panobinostat directly affects HDAC1, HDAC2, HDAC6 and TTC38 [34] and some other targets such as zinc finger E-box-binding homeobox 1 (ZEB1) and 2 (ZEB2) which are EMT master regulators [33] suggesting that zinc finger proteins are also targets of PB. Since the dose we used was higher than patients take, the alteration of many Zn-finger proteins could be also due to unspecific cellular response to high PB level.

In our study, we detected an increase in *Hdac7,* which plays a key role in the maintenance of vascular integrity and has important functions during cardiovascular development [35]. This unexpected increase might reflect the induction of a feedback loop upon inactivation of the HDAC7 protein, possibly due to deficiency in Zn.

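The gene sum of Hdac7, which lies on chromosome 15 from 97792664 to 97844502 and has 18 transcripts in the deposited annotation, was 63.6 ± 2.94 CPM in control and 62.1 ± 4.81 CPM in PB-exposed ovaries. The log2 fold change was -0.033 (SE 0.071, FDR = 0.939) and lay between -0.099 and -0.0016 in the fits that each left out 1 pool. With known transcripts alone, it was -0.37 (SE 0.38). The most abundant Hdac7 transcripts, MSTRG.6633.9 and XM_011245699.1, had log2 fold changes of 0.39 (SE 0.44, FDR = 1.00) and -0.76 (SE 1.03, FDR = 1.00), both smaller than their SE.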

Further work is required to investigate this possibility. The alterations in germ cell differentiation following PB exposure could be due to perturbation in somatic-to-germline transition accompanied by global demethylation and establishment of a new epigenetic state at the so-called germline reprogramming-responsive (GRR) genes [2]. The changes in DNA methylation at master regulator genes (e.g., *Ddx4, Dazl, Hormad1*), which are essential for germ cell lineage establishment, support our hypothesis.

How can alterations in these genes affect ovary development? DAZL (deleted in azoospermia-like), a germ cell-specific RNA-binding protein, is essential for developing PGCs [36]. Since DAZL is also a meiosis-promoting factor in developing germ cells [37], the perturbation in this factor could affect entry into meiosis. *Ddx4*, also known as Vasa, a Drosophila Vasa orthologue, is a conserved germline factor in metazoans [38]. *Ddx4* plays an essential role in germ cell determination [39]. We suggest that alterations in DDX4 may perturb germ cell specification. *Hormad1* is essential for normal synaptonemal complex formation and for the efficient recruitment of ATR checkpoint kinase activity to unsynapsed chromosomes [40]. Thus, changes in *Hormad1* could affect normal meiosis progression.

Other factors expressed in somatic tissue are necessary for female gonad development. For example, RSPO1 activates the WNT4/β catenin pathway to oppose male sex development [41]. The transcription factor *Foxl2* is expressed in ovarian granulosa cells from sex determination to adulthood [42]. *Foxl2* expression prevents normal testis development in transgenic mouse embryos with ubiquitous *Foxl2* expression [43]. 

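The levels of gene lists for female and male supporting cells were compared in the E15.5 ovaries. The pregranulosa list comprised Foxl2, Wnt4, Rspo1, Fst, Irx3, Irx5, Bmp2, Nr0b1, Kitl and Lhx9. Its summed level was 1490 ± 75.5 CPM in control and 1513 ± 85.9 CPM in PB-exposed ovaries. The median log2 fold change of the 10 genes was -0.0057, with 4 genes higher and the extremes at -0.10 for Nr0b1 and 0.099 for Lhx9. Camera gave the list a p-value of 0.762, and 0.762 after adjustment over the 8 gene lists. The Sertoli list comprised Sox9, Amh, Dmrt1, Dhh, Fgf9, Ptgds, Cyp26b1, Aard, Inhbb and Sox8. Its summed level was 159 ± 7.93 CPM in control and 152 ± 2.51 CPM in PB-exposed ovaries. Inhbb alone was at 82.9 CPM in control and 81.8 CPM in PB-exposed ovaries, so the sum mainly follows that gene. The median log2 fold change of the Sertoli list was -0.033, with 3 of 10 genes higher, and camera gave a p-value of 0.331, which was 0.441 after adjustment. Fry gave a p-value of 0.0455 for this list, and 0.364 after adjustment. No gene of either list was called over all genes tested, with 0 and 1 at an unadjusted p-value under 0.05, and 0 were called when adjusted over the list alone. The lists overlap in no gene, and the ovary expresses the members of both above the floor.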

In our study, we identified alterations in the expression of many developmental genes regulated by sex-determination factors expressed in somatic cells in males, such as SOX9 and DMRT1, suggesting that PB exposure strongly deregulates the female-specific transcriptional network.

In adults, we found that the expression of genes that are normally expressed in granulosa cells, such as *Esr2, Lhchr, Fst* and *Fshr*, was altered due to gestational PB exposure. This change in gene expression could have been a consequence of increased ovarian somatic cell proliferation after birth. However, we cannot exclude the possibility that the change in gene expression was a consequence of changes in cellular composition. We also suggest that the observed epigenetic changes in granulosa cells in adult ovaries could have contributed to these alterations.

### Embryonic PB exposure affects the germ cell population

In this study, we also examined the effects of PB treatment on the ovarian cell population. We observed a decrease in germ cell number at E15.5 following PB exposure. This can be explained by the effects of HDACs on the cell cycle. Prior to meiosis, oogonia mitotically divide to form up to 25,000 cells [44]. Since we counted the germ cells at E15.5, it is unlikely that the cells were eliminated due to meiotic failure, as synaptonemal complexes were not yet formed and meiosis did not progress. Since the inhibitory effects of PB on mitosis have been previously reported [45], the observed decrease in germ cell population could have also been due to impaired mitosis prior to meiosis onset.

In PND5 ovaries, we detected increased numbers of growing primary and secondary follicles together with increases in PCNA and phospho-histone H3 (serine 10) signals, suggesting that the cells were massively proliferating. This could have been a consequence of *Foxo3* expression deregulation in PND5 mice. Indeed, it has been shown that in *Fox*o3 KO mice, massive uncontrolled activation of follicles occurs such that the mouse ovaries become deficient in the entire pool of primordial follicles because they have been prematurely activated [46]. In our study, *Foxo3* showed a 2.3-fold decrease in expression in PB-exposed mice. This low *Foxo3* expression may explain the cell proliferation in primary and secondary follicles.

We also observed decreases in primordial, primary and secondary follicles in 5-month-old mice. This decrease could be explained by the poor initial survival of germ cells due to embryonic exposure to HDAC inhibitors and premature activation after birth. These two hypothetical pathways are not mutually exclusive and may both have contributed to reducing the oocyte stockpile observed in 5-month-old animals.

## Conclusion

Our data suggest that inhibition of histone deacetylases by PB during a critical developmental window affects histone epigenetic marks to in turn impair meiosis and eventually lead to ovarian oocyte reserve shrinkage. A schematic presentation of a possible mechanism of action of PB on the ovarian system is presented in Additional file 1: Fig. S9. In this schema, we suggest that impairment of the sex-specific programme, such as unprogrammed expression of male-specific genes and a simultaneous decrease in female-specific gene expression, could contribute to global defects in PB-exposed female ovaries.

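Among the sex-determination genes, Sox9 was measured at 12.6 ± 1.46 CPM in control and 11.8 ± 2.53 CPM in PB-exposed ovaries, a log2 fold change of -0.094 (SE 0.17, FDR = 0.928). Dmrt1 was at 14.5 ± 3.86 CPM in control and 10.1 ± 0.602 CPM in PB-exposed ovaries, a log2 fold change of -0.52 (SE 0.20, FDR = 0.888), and from -0.73 to -0.40 without 1 pool. Fgf9 had a log2 fold change of 0.30 (SE 0.19, FDR = 0.888). Among the female-specific genes, Wnt4 was at 229 ± 5.60 CPM in control and 217 ± 14.6 CPM in PB-exposed ovaries, a log2 fold change of -0.081 (SE 0.058, FDR = 0.888). Foxl2 had a log2 fold change of -0.0070 (SE 0.089) and Rspo1 one of 0.029 (SE 0.065). The sign of Foxl2 was reversed without PB 3 (0.077), and that of Rspo1 changed without control 2 (-0.018). Sry had 0 counts in every pool, and 1 of the 6 genes tested, Dmrt1, had an unadjusted p-value under 0.05.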

## Methods

### Animal treatment

Inbred C57BL/6J mice were used for all experiments. We used a dose of 5 mg/kg/of PB on alternate days. This dose is 17.5 times higher than that administered to humans for therapy (20 mg per day for 21 days). This dose is somewhat high; however, in our study, the drug was given only 5 times, while humans take it for a longer period; in addition, in humans, it is often combined with bortezomib and dexamethasone. In animal studies, several doses have been tested (10, 30, and 100 mg/kg/day), and it has been shown that 10 mg/kg/day can cause some effects on reproductive functions (https://dailymed.nlm.nih.gov/dailymed/drugInfo.cfm?setid=7774972a-eeaa-4b9a-9e56-3fc1b968e86a), such as embryo resorption, which we did not observe in our study. We also did not observe changes in litter size or body weight in 5-day-old mice.

The exposure window was from E6.5 to E15.5, which corresponds to the somatic-to-germline transition. Briefly, the drug was first dissolved in DMSO and then diluted in water (1:30) and administered via oral gavage in a volume of 150 μl. The drug was administered every other day, similar to the regimen used in humans for cancer treatment. Control mice were treated with the same volume of DMSO and water. Ovaries were dissected at E15.5, E17.5, E18.5, PND5 and the adult stage (5 months). The ovaries were fixed in Bouin’s solution or flash-frozen in liquid nitrogen. Embryonic ovaries were used for the preparation of surface spreads or structurally preserved nuclei or were flash-frozen in liquid nitrogen for RNA extraction. For most of the experiments, a minimum of 4 animals from separate litters were used.

### Preparation and immunostaining of structurally preserved nuclei

Structurally preserved nuclei (SPNs) for three-dimensional analysis were prepared by cutting fresh E15.5 or E18.5 ovarian tissues in DMEM (Life Technologies, Gibco) with 0.5% protease inhibitor. The ovary suspensions were mixed with equal volumes of 3.7% (vol/vol) paraformaldehyde and 0.1 M sucrose and spread on glass slides. The slides were then air-dried and stored at − 80 °C. The slides were washed several times with PBS before use and for 2 min with 0.1 M glycine in PBS to remove paraformaldehyde traces. The slides were permeabilized for 30 min in PBS/0.5% Triton at room temperature (RT), washed with PBS and blocked for 30 min in a solution containing 0.1% (v/v) donkey serum, 0.03% (w/v) BSA, and 0.005% (v/v) Triton X-100 in PBS. SPNs were coimmunostained with rabbit polyclonal H4Ac (1:500, Merck Millipore, 06-956), rabbit monoclonal KDM5A (1:500, Abcam, ab194286) or rabbit H3K9me3 (1:500, Abcam, ab8898) and mouse SYCP3 (1:200, Santa Cruz, SC-33195) antibodies at 4 °C overnight; washed several times; incubated with fluorescent Alexa Fluor-conjugated secondary antibodies; and mounted with VECTASHIELD solution (Vector Laboratories, Burlingame, CA) containing 0.001% (v/v) 4,6-diamidino-2-phenylindole dihydrochloride (DAPI). Z-stacks were acquired with a 500-nm step, and 21 individual planes were taken for each individual channel for DAPI (blue, 350 nm), SYCP3 (red, 594 nm) and H4Ac (green, 488 nm) staining using the Zen Pro (version 2.3) program. All images for control and exposed samples were taken with a fixed exposure time. Deconvolution was performed using the “Fast Iterative” algorithm provided by Zen Pro. The sum of image intensities was generated for each z-stack, and the resulting fluorescence was calculated in ImageJ v1.52n. We used the lasso tool for nucleus and cytoplasm contouring, and the integrated density immunofluorescence for each nucleus was calculated. To ensure proper signal quantification, a background area was subtracted from each raw signal. We used 4 independent biological replicates for most of the experiments, and a minimum of 15 cells for each replicate were analysed. The data were plotted in MS Excel and are presented as corrected total cell fluorescence (CTCF) for nuclei compared to the control ± SEM, *p < 0.05, **p < 0.01.

### Meiotic chromosome surface spreads

The ovaries were dissected at E15.5, E17.5, and E18.5 and kept in ice-cold PBS. The ovaries were placed in a drop of 100 mM sucrose (20 µl), carefully disrupted with tweezers and pipetted until a cell suspension was formed. The cells were then transferred onto a glass slide with 100 µl of 1% paraformaldehyde containing 0,1% (v/v) Triton X-100, kept for 2–4 h in a humidified chamber at RT, and then dried. The slides were washed 4 times for 1 min each in 0.4% (v/v) Kodak Photo-Flo solution, air-dried and kept at -80 °C until use.

### Immunolabelling of ovarian spreads

The ovarian spreads were blocked with blocking buffer (0.1% (v/v) donkey serum, 0.03% (w/v) BSA, and 0.005% (v/v) Triton X-100 in PBS) for 20 min at 37 °C in a humidified chamber. The slides were then incubated with a primary antibody diluted in blocking solution for 1 h at 37 °C in a humidified chamber, washed three times with 0.4% (v/v) Kodak Photo-Flo/PBS and incubated with a secondary fluorescent Alexa Fluor-conjugated antibody diluted 1:500 for 20 min at RT. The slides were washed three times with 0,4% (v/v) Kodak Photo-Flo/PBS and mounted with VECTASHIELD mounting medium containing 5 µg/ml DAPI. The slides were analysed with an epifluorescence Axio Imager M1 microscope (ZEISS, Germany), and pictures were taken using a 63X or 100X objective with AxioVision Rel 4.7.1 software provided with microscope. For DMC1 foci visualization, slides containing E15.5 and E17.5 and E18.5 cells were incubated with primary rabbit anti-DMC1 (1:100, Santa Cruz, SC-22768) and mouse anti-SYCP3 (1:100, Santa Cruz, SC-74569) antibodies. DMC1 foci were counted manually using Photoshop, and the average number of foci per cell was compared between the control and treated groups. For H3K4me3 visualization, slides containing E18.5 ovaries were incubated with primary rabbit anti-H3K4me3 (1:500, Millipore, 07-473) and mouse anti-SYCP3 (1:100, Santa Cruz, SC-74569) antibodies. For H3K9Ac visualization, slides containing E18.5 ovaries were incubated with primary rabbit anti-H3K9Ac (1:500, Millipore, 07-352) and mouse anti-SYCP3 (1:100, Santa Cruz, SC-74569) antibodies. We used a minimum of 4 biological replicates for the control and treated groups derived from 4 different litters. We analysed at least 20 cells for each biological replicate and used ImageJ for quantitative analysis of the immunofluorescence of histone marks. We measured the intensity of fluorescence by contouring the nuclei with the lasso tool of ImageJ. The signals for histone marks, SYCP3, DAPI and the background were measured. We calculated the CTCF (corrected total cell fluorescence) as the product of the mean value of fluorescence (with background subtracted) and the cell area. The immunofluorescence signal was normalized to the DAPI signal, and the data are presented as the normalized fluorescence compared to the control.

### Immunofluorescence on paraffin sections

For immunostaining, the ovaries from the control and PB-treated groups were fixed in 4% (w/v) PFA solution for 16 h, dehydrated and embedded in paraffin. The sections were deparaffinized and rehydrated, and the epitopes were unmasked in 0.01 M citrate buffer, pH 6, at 80 °C for 45 min. After washing in 1X PBS-0,05% Tween (PBS-T), the sections were incubated with rabbit anti-H3K4me3 (1:500, Merck Millipore, 07-473) and mouse anti-MSY2 (1:500, Santa Cruz, SC-3938440) antibodies, rabbit polyclonal anti-hyperacetylated histone 4 (1:500, Merck Millipore, 06-956) and mouse anti-MSY2 (1:500, Santa Cruz, SC-3938440) antibodies, mouse anti-PCNA (1:500, Abcam, ab29) and rabbit anti-phospho-histone (serine 10) (1:500, Millipore, 06-570) antibodies, or rabbit polyclonal anti-DDX4 (1:500, Abcam ab13840) and mouse anti-PCNA (1:500, Abcam, ab29) antibodies. The sections with primary antibodies were incubated in PBS-T overnight at 4 °C in a humidified chamber. After washing in PBS-T, the sections were incubated with appropriate fluorescent secondary antibodies (1:100) for 1 h in a humidified chamber at room temperature. The sections were counterstained with 0.001% (v/v) 4,6-diamidino-2-phenylindole dihydrochloride (DAPI) and mounted using VECTASHIELD solution. Images were obtained using an AxioImager microscope equipped with an AxioCam MRc5 camera and AxioVision software version 4.8.2 (Zeiss, Germany) with a 40X objective lens. We analysed IF intensity in antral follicles only. For the analysis, we chose oocytes with nuclei of similar size. We analysed a minimum of 4 follicles per replicate and separately quantitated the signal intensity in oocytes and surrounding granulosa cells using ImageJ v1.52n. We subtracted the background using regions with no cells. The mean intensity of H3K4me3 or H4Ac signals was measured, normalized to the signal intensity of the oocyte marker MSY2 and calculated as the normalized mean fluorescence compared to the control.

### Quantification of germ cells and follicles

Quantification of germ cells was performed at E15.5 and PND5 on paraffin sections using antibodies against the germ cell markers DDX4 (E15.5) and MSY2 (PND5). We scored the average number of germ cells per section. For the analysis of adult follicles, ovaries were fixed in Bouin solution, washed in PBS and 70% ethanol, dehydrated and embedded in paraffin. Five-micrometre sections of the entire ovaries were cut, and every 5th section was placed on the slide. The sections were deparaffinized, rehydrated and stained with PAS-haematoxylin. The follicles were quantified using NDP.view2 software. The follicles were counted when the nuclei of the oocytes were visible in the follicles. The follicles were classified as primordial when each oocyte was surrounded by a single layer of flattened granulosa cells. as primary when at least one of the granulosa cells of the single layer was cuboidal, as secondary/preantral when the number of granulosa cell layers exceeded one, and as antral when the antrum cavity appeared. The follicles were classified as atretic when they contained at least 2 pyknotic granulosa cells. We analysed on average 46 sections per control and 43 sections per PB-treated sample.

### DNA methylation analysis

Three to four E15 embryonic ovaries were pooled for one biological replicate, 4 biological replicates for the control and PB groups were prepared, and DNA was extracted according to the DNAeasy protocol (Qiagen, 69,506). An optional RNase A treatment step was included. Nearly 1000 ng of DNA was extracted for each biological replicate. For DNA methylation analysis, the EpiMark Methylated DNA Enrichment Kit (NEB, #E2600S) was used. 500 ng of DNA was sonicated using a Qsonica sonicator with the following parameters: efficiency 60%, total sonication time 6 min, 20 s on and 20 s off. Sonicated methylated DNA was precipitated using beads, the methylated DNA-MBD2a-protein A-coated bead complex was washed, and DNA was eluted with elution buffer. The DNA concentration was determined by the fluorescent method using dsDNA-binding dye (Promega). 12–15 ng of methylated DNA was recovered following precipitation, and the unprecipitated starting sonicated material was used as the input. Equal amounts of methylated DNA and input were taken for qPCR using primers (Additional file 1: Table S2) located in the CpG island of each tested gene. A region in the *Rplpo* gene was used for background normalization. The methylated DNA-to-input ratios were averaged and compared between the control and PB groups. A nonparametric Mann–Whitney test was used to assess the statistical significance.

### RNA extraction and quantitative PCR

Total RNA was extracted using an RNeasy Plus Mini Kit (Qiagen) according to the manufacturer’s instructions. This kit includes a DNA elimination step. For embryonic ovary analysis, RNA was extracted from a pool of 4 embryonic ovaries. For RNA analysis in adult mice, 5 individual ovaries from mice in 5 different litters from each group were used. Reverse transcription was performed with 1 µg of RNA using an iScript™ cDNA Synthesis Kit (Bio-Rad). The resulting cDNA was diluted 10 times and used for quantitative RT-qPCR. The primer sequences used for RT-qPCR are shown in Additional file 1: Table S2. RT-qPCR was performed using iTaq Universal SYBR Green Supermix (Bio-Rad) according to the manufacturer**’**s instructions on a CFX384 Touch Real-Time PCR Detection System (Bio-Rad). The quantification cycle (Cq) values were calculated using Bio-Rad CFX Manager 3.1. The Cq values of *Rpl37a* cDNA were used for normalization. The data were analysed and are presented as the mean fold change (FC) values compared to the control ± SEM, *p < 0.05, **, *p* < 0.01, *** *p* < 0.001.

### RNA-seq analysis

Three biological replicates from control and embryonic ovaries were used for RNA-seq analysis, and each replicate was generated from a pool of a minimum of 8 ovaries. The pooled replicates generally showed reproducibility (Additional file 1: Fig. S10). 

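In a principal component analysis of the log2 CPM of the tested transcripts, the first 3 components held 21.0%, 20.4% and 20.4% of the variance, and the difference between control and PB explained 19.5% of the first component and 48.0% of the second. With counts summed per gene, the first 3 components held 27.7%, 21.7% and 18.7%. The groups explained 0.0242% of the first of these and 60.6% of the last. Pearson correlations of log2 CPM between pools, taken across transcripts, lay between 0.722 and 0.732 within control, between 0.719 and 0.730 within PB and between 0.716 and 0.733 across the groups. Across genes, they lay between 0.981 and 0.984 within control, 0.979 and 0.985 within PB and 0.980 and 0.985 across the groups. Transcripts and genes are not independent replicates, so no test was attached to these correlations. Of the tested transcripts, 7647 (14.9%) were at or under the floor in one pool and at 100 counts or more in another pool of the same group. The same held for 30 of the 19437 tested genes (0.154%).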

The libraries were prepared using an NEBNEXT® Ultra™ II Directional RNA Library Prep Kit for Illumina® (NEB E7760S) using 1 µg of total RNA according to the manufacturer’s instructions. Library sequencing was performed on an Illumina HiSeq 4000 sequencer to produce paired-end 100-base reads. Image analysis and base calling were performed using RTA 2.7.3 and bcl2fastq 2.17.1.14. Adapter dimers were removed using DimerRemover. Quality control was assessed using FastQC 0.11.2. To analyse the differentially expressed genes (DEGs), first, the quality-checked reads were aligned to the reference genome (mm10 assembly) using HISAT2 (2.1.0) [47] with the –dta and –known-splicesite-infile options. Then, StringTie (1.3.5) [48] was used to assemble RNA-seq alignments into potential transcripts using the NCBI RefSeq gtf file as a reference annotation. Individual transcriptomes were then merged into a general nonredundant transcriptome using StringTie merge mode (–merge). Finally, we performed quantification of the transcriptome for each biological replicate, and we prepared the transcript count matrix, which is the required input for the DESeq2 package, using the prepDE python script available on the GitHub repository of StringTie. The read counts were normalized and compared between control and PB samples using DESeq2 (1.30.0) [49]. The p-values were automatically adjusted for multiple testing by DESeq2 using the Benjamini and Hochberg method. The adjusted p-values are hereafter referred to as the false discovery rates (FDRs) in this manuscript. Downstream analyses were performed on the DEGs, which were transcripts with a fold-change (FC) between the control and PB above 2 and an FDR below 0.05. Gene set enrichment analysis (GSEA) was performed using the web-based tool g:Profiler [50] with the default parameters. Heatmaps were generated with the R package Pheatmap (1.0.12) using row clustering (Euclidian distance, complete-linkage clustering) and row scaling (scaling and centering).

### Statistical tests

For most of our experiments, we used a nonparametric Mann–Whitney test, *p < 0.05, **p < 0.01, ***p < 0.001; for the follicle count, we used a *t*-test, *p < 0.05.

## Supplementary Information

**Additional file 1.** Additional Figures S1–S10 and Tables S1–S2.

## Data Availability

All RNA-seq data from this study are publicly available and have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus, the GSE number is GSE174831.

# Supplementary material for: Histone deacetylase inhibition leads to regulatory histone mark alterations and impairs meiosis in oocytes
**Source:** Epigenetics Chromatin. 2021 Aug 12;14:39. doi: 10.1186/s13072-021-00413-8
**Supplement:** Supplementary file 1 — Additional file 1. Additional Figures S1–S10 and Tables S1–S2.

## **Histone deacetylase inhibition leads to regulatory histone mark alterations and impairs meiosis in oocytes.**

Louis Legoff\*, Ouzna Dali\*, Elena de La Mata Santaella, Christian Jaulin, Shereen Cynthia D'Cruz#, Fatima Smagulova#

Univ. Rennes, EHESP, Inserm, Irset (Institut de recherche en santé, environnement et travail) - UMR\_S 1085, F-35000, Rennes, France

**\*These authors equally contributed.**

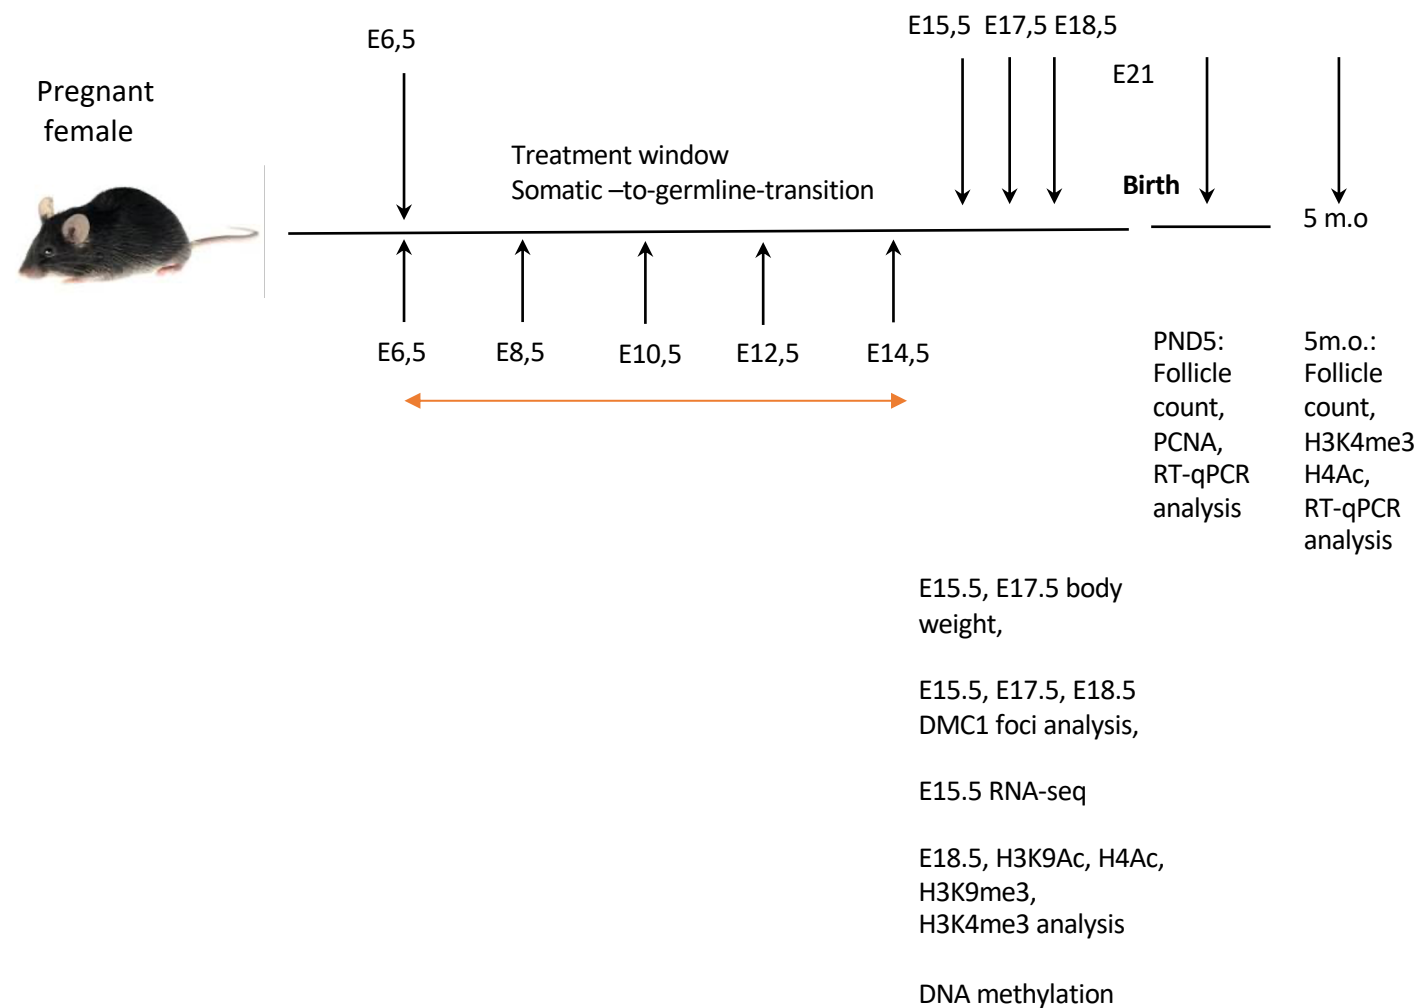

**Additional file1: Fig.S1. Schematic representation of the experimental design.** Mice were treated at E6.5-E15.5 with a 5mg/kg/alternate day of PB diluted in water and DMSO, control mice were treated with water and DMSO.

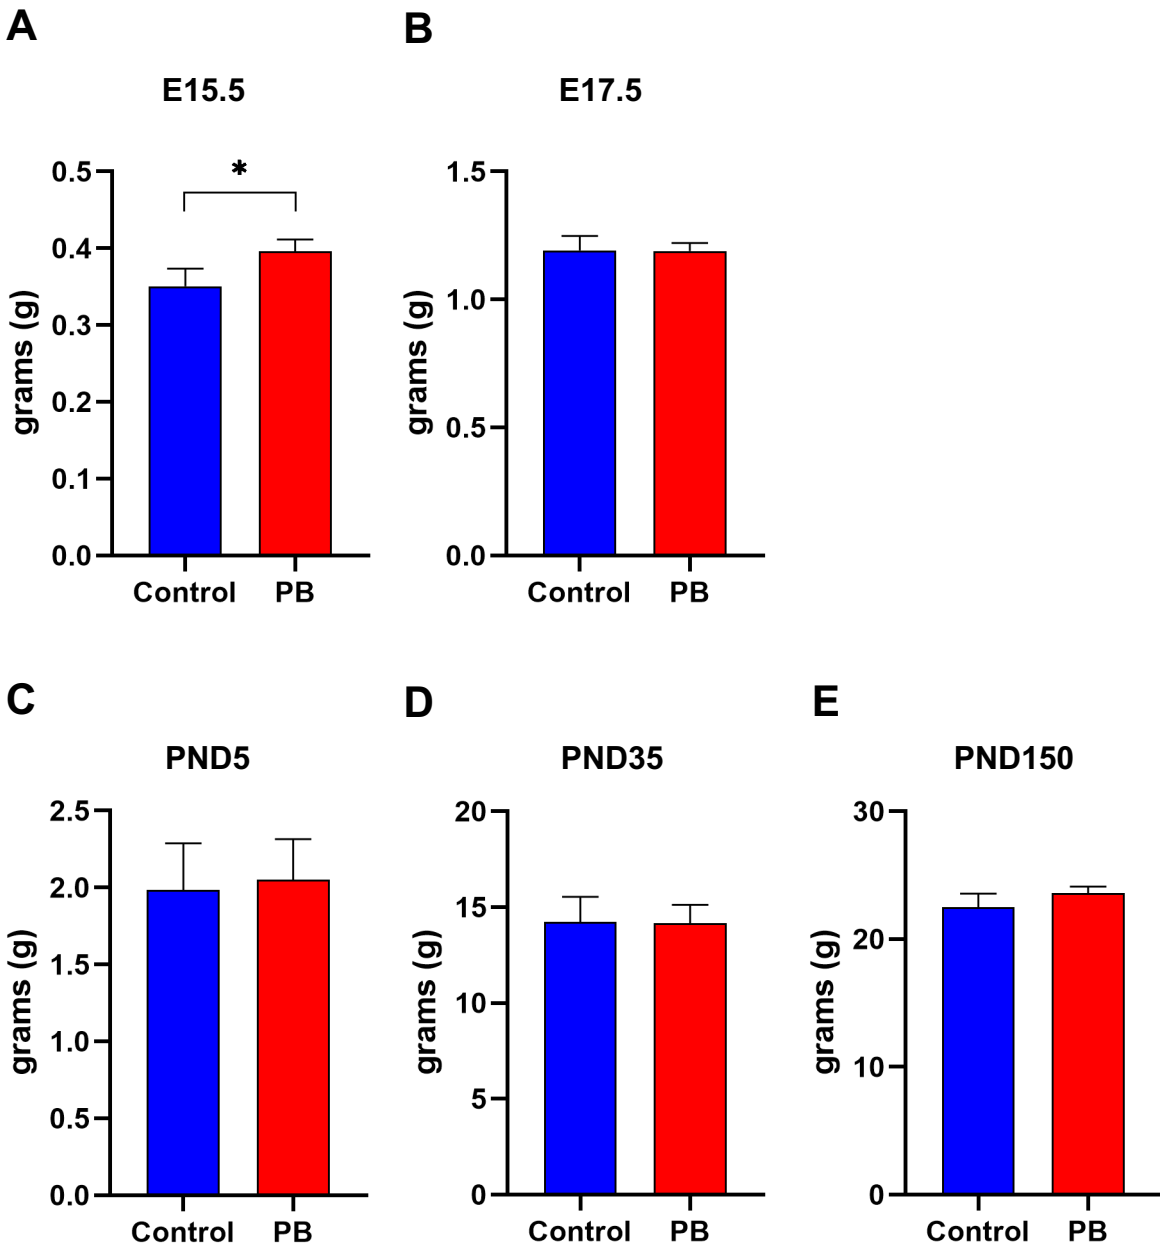

**Additional file1: Fig.S2. Body weight.**

(A) E15.5 mice. Control n=6, PB n=4. (B) E17.5 mice. Control, n=4, PB=5. (C) PND5 mice. Control n= 6, PB=6. (D) PND35 mice. Control n=12, PB=16. (E) PND150. Control n=4; PB=4. Wilcoxon-Mann-Whitney test.

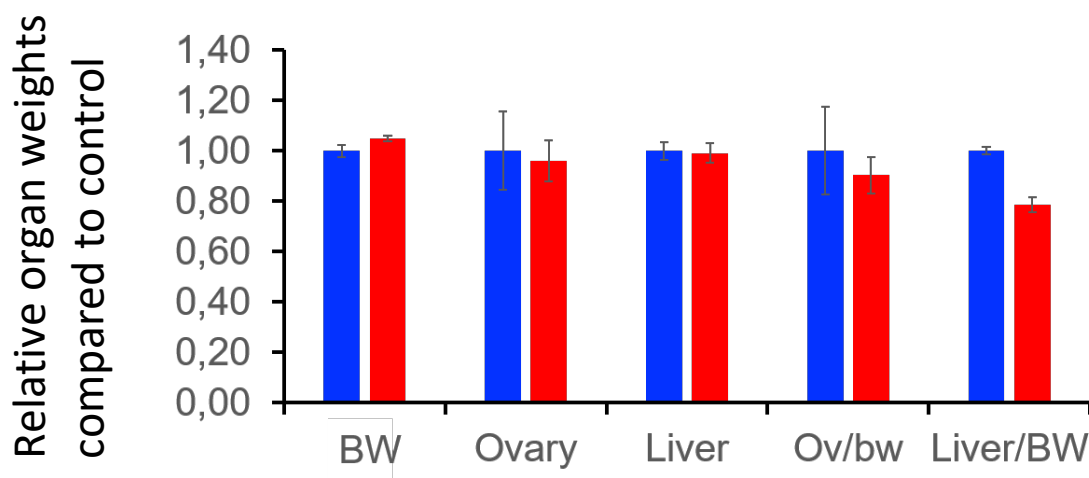

**Additional file1: Fig.S3. Effects of PB exposure on body and ovary weights in embryo and in adults.** BW, body weight, Ov/bw, Liver/BW ovary or liver weight ratios to body weight ratio compared to control. Control n=12, PB n=16, weight is given in grams.

**A**

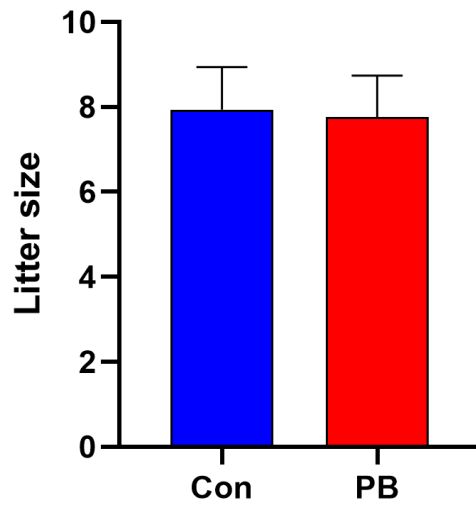

**B**

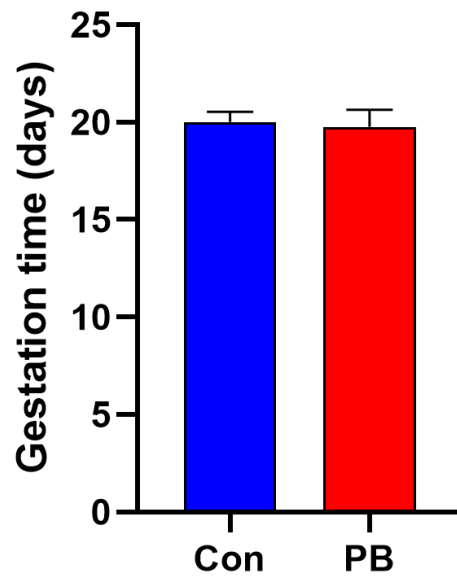

**Additional file1: Fig.S4. PB exposure does not affect gestation parameters.**

(A) Litter size. Control n=16, PB=17. (B) Gestation time. Control n=8, PB n=8. Wilcoxon-Mann-Whitney test.

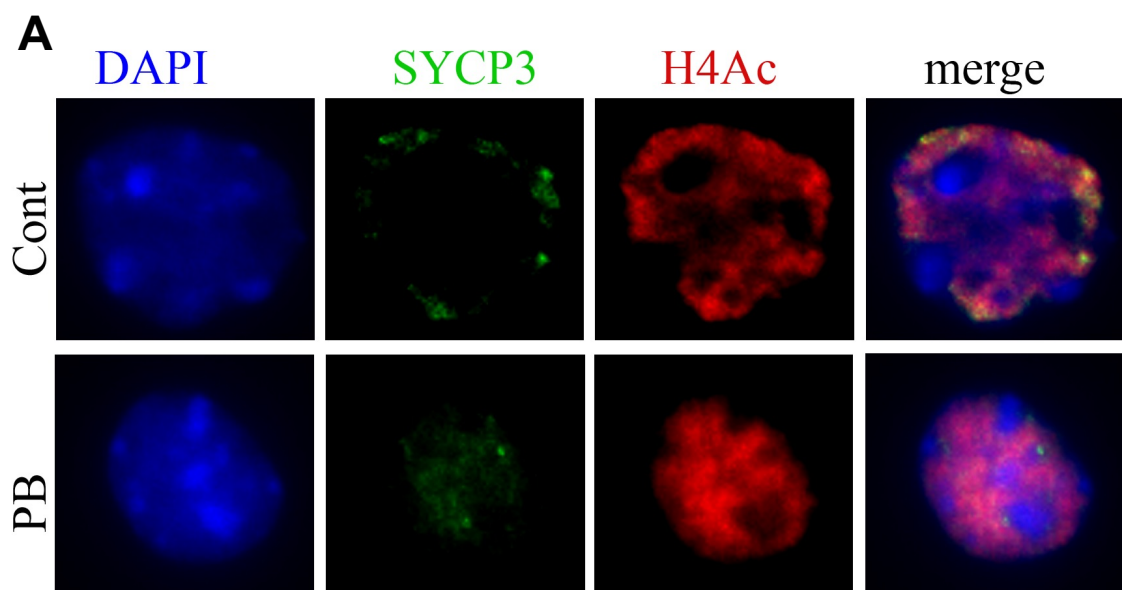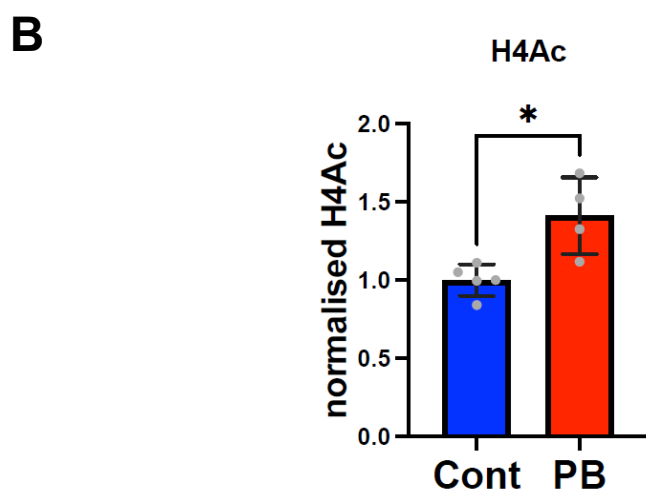

**Additional file1: Fig.S5. Effects of PB exposure on H4acetylation.**

(A) Structurally preserved nuclei from E15,5 ovaries from control (first row) and PB-exposed mice (second row) were immunostained with anti-H4Ac (red) and anti-SYCP3 (green) antibodies (63X magnification). (B) Quantitative analysis of immunofluorescence intensity. The data is presented as averaged fluorescence compared to control  $\pm$ SD,  $n=5$  control,  $n=4$ , PB group, statistical significance was assessed by non-parametric Mann-Whitney test,  $p^*<0.05$ .

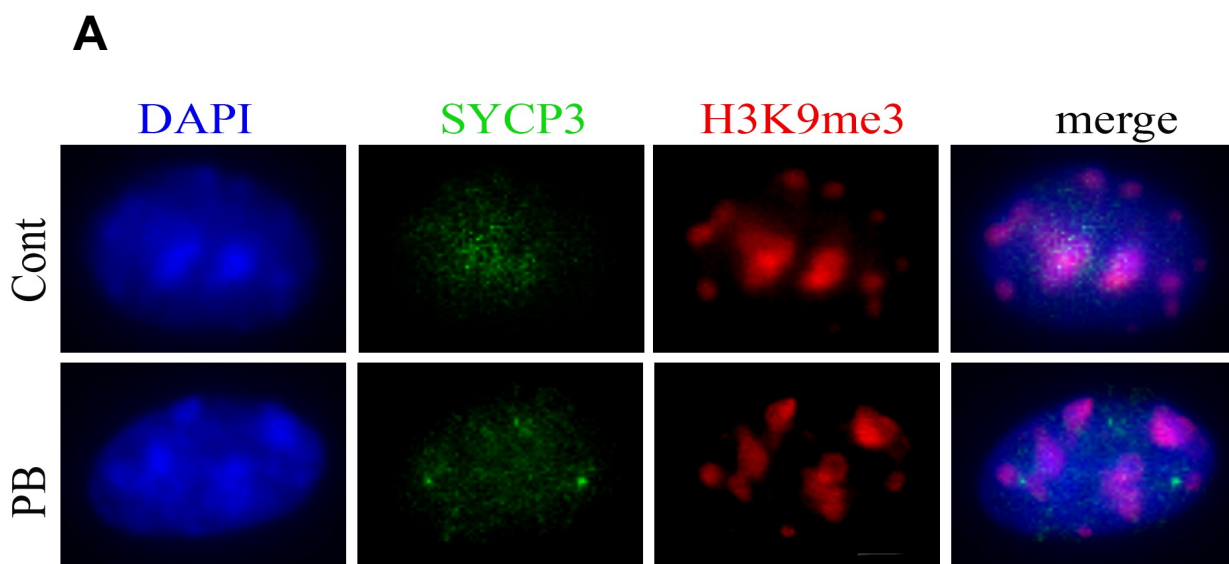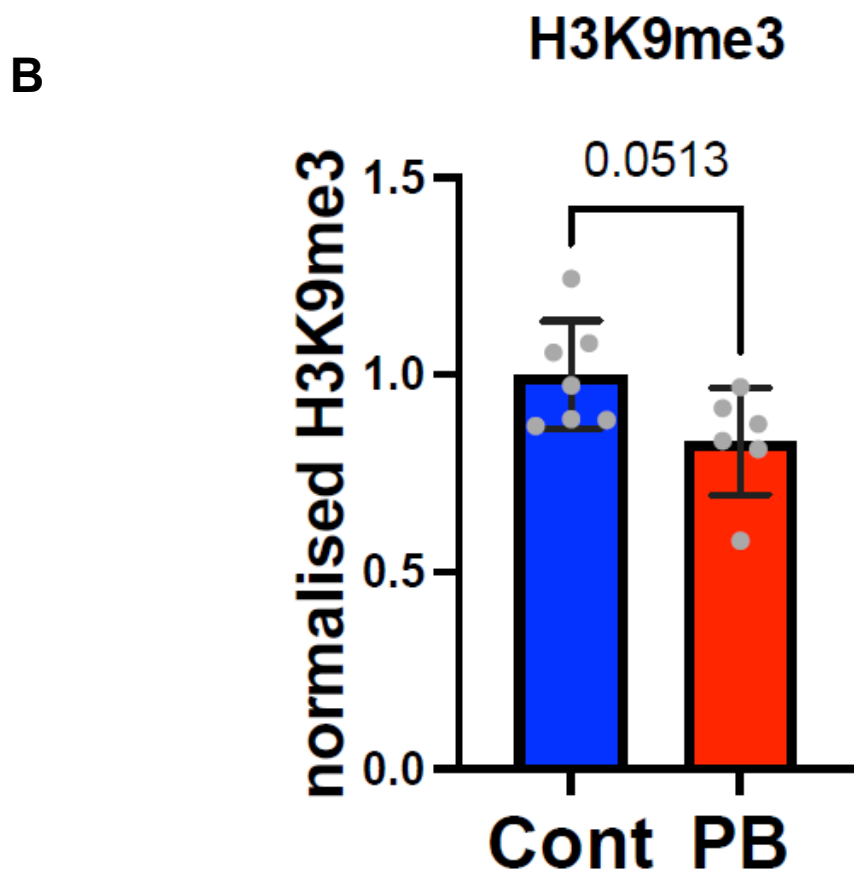

**Additional file1: Fig.S6. Effects of PB exposure on H3K9me3.**

(A) Structurally preserved nuclei from E15.5 ovaries from control (first row) and PB-exposed mice (second row) were immunostained with anti-H3K9me3 (red) and anti-SYCP3 (green) antibodies (63X magnification). (B) Quantitative analysis of immunofluorescence intensity. The data is presented as averaged fluorescence compared to control  $\pm$ SD,  $n=7$  control,  $n=6$ , PB group, statistical significance was assessed by Mann-Whitney test, exact p-value is indicated on the top of column.

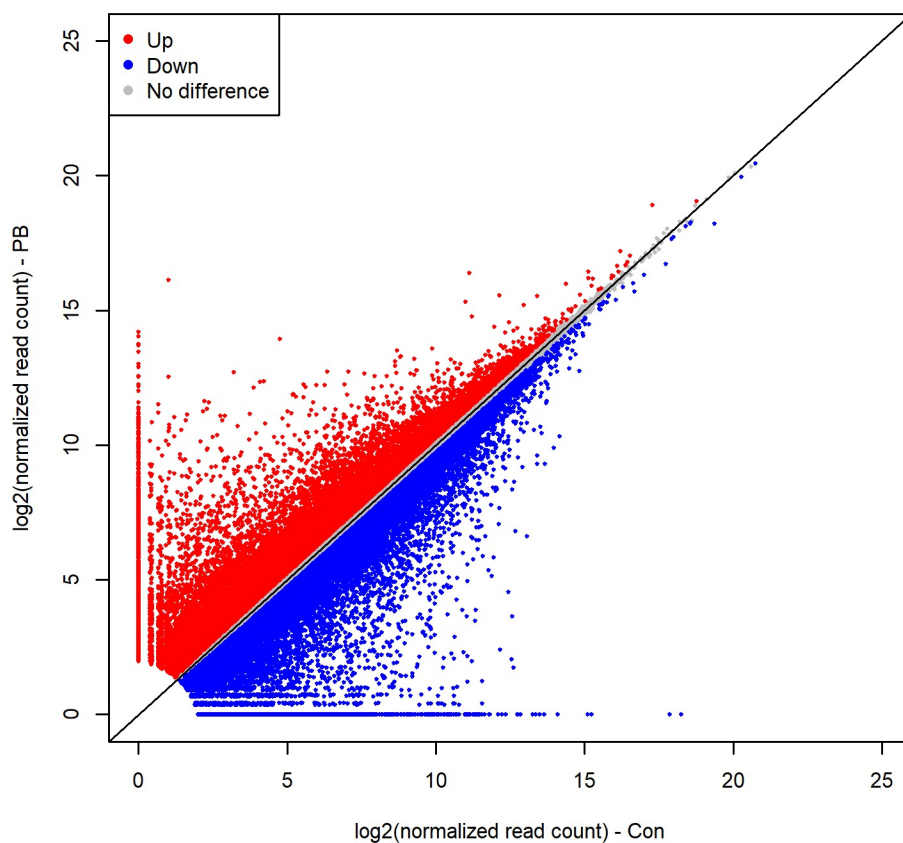

**Additional file1: Fig.S7. Scatter plot of DEGs.**

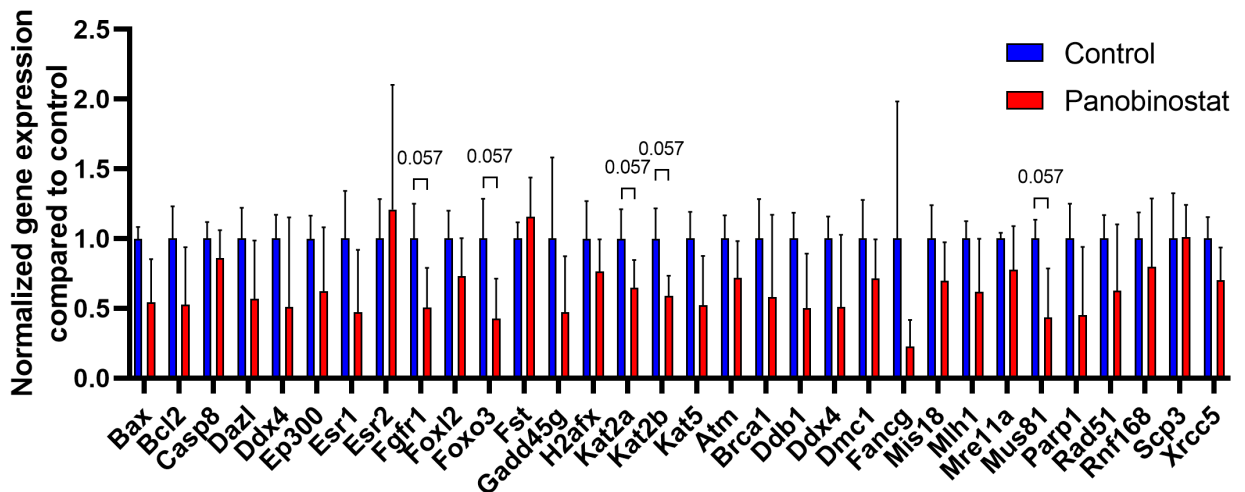

**Additional file1: Fig.S8. Gene expression is altered in PND5 ovary.**

Gene expression was normalized to the expression of *Rpl37a* housekeeping gene. For each group, n = 4. non-parametric Wilcoxon-Mann-Whitney test, exact p-values are indicated on the top of the columns.

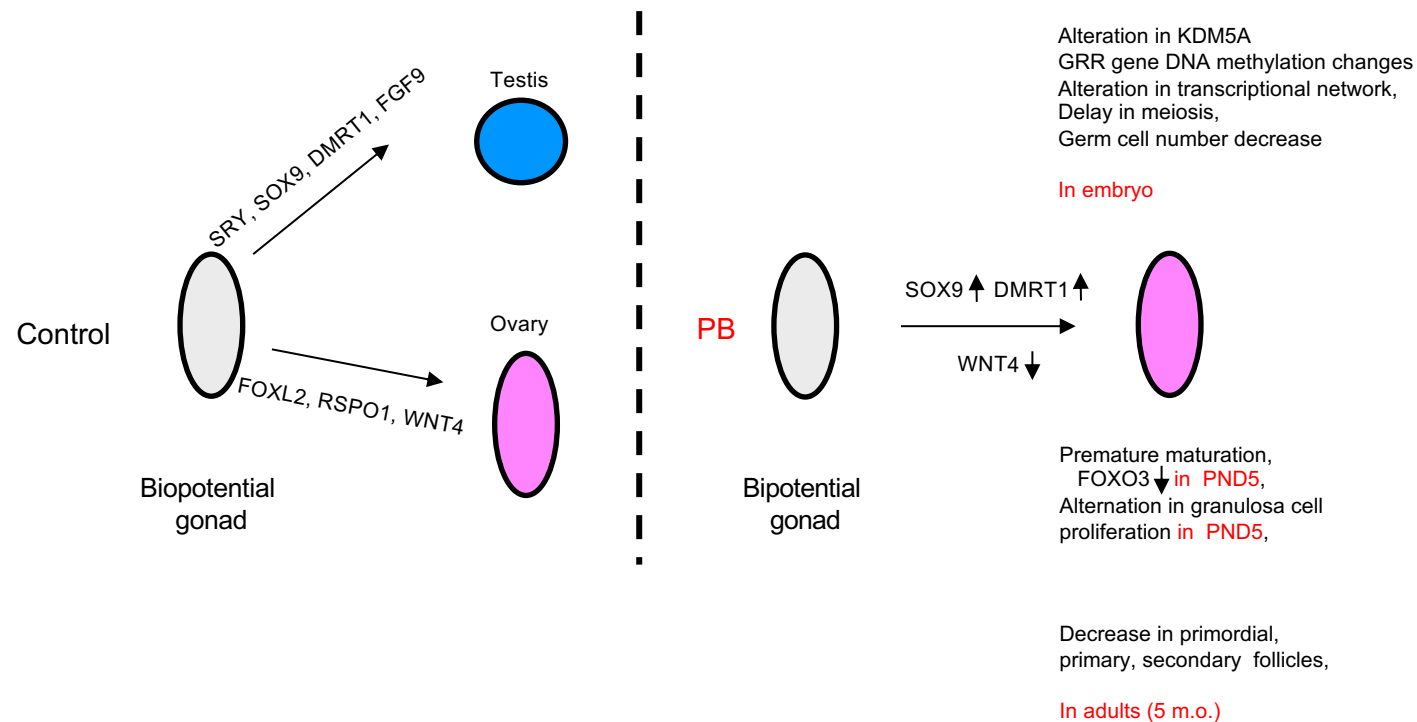

**Additional file1: Fig.S9.** Schematic presentation of the effects of PB on ovarian development.

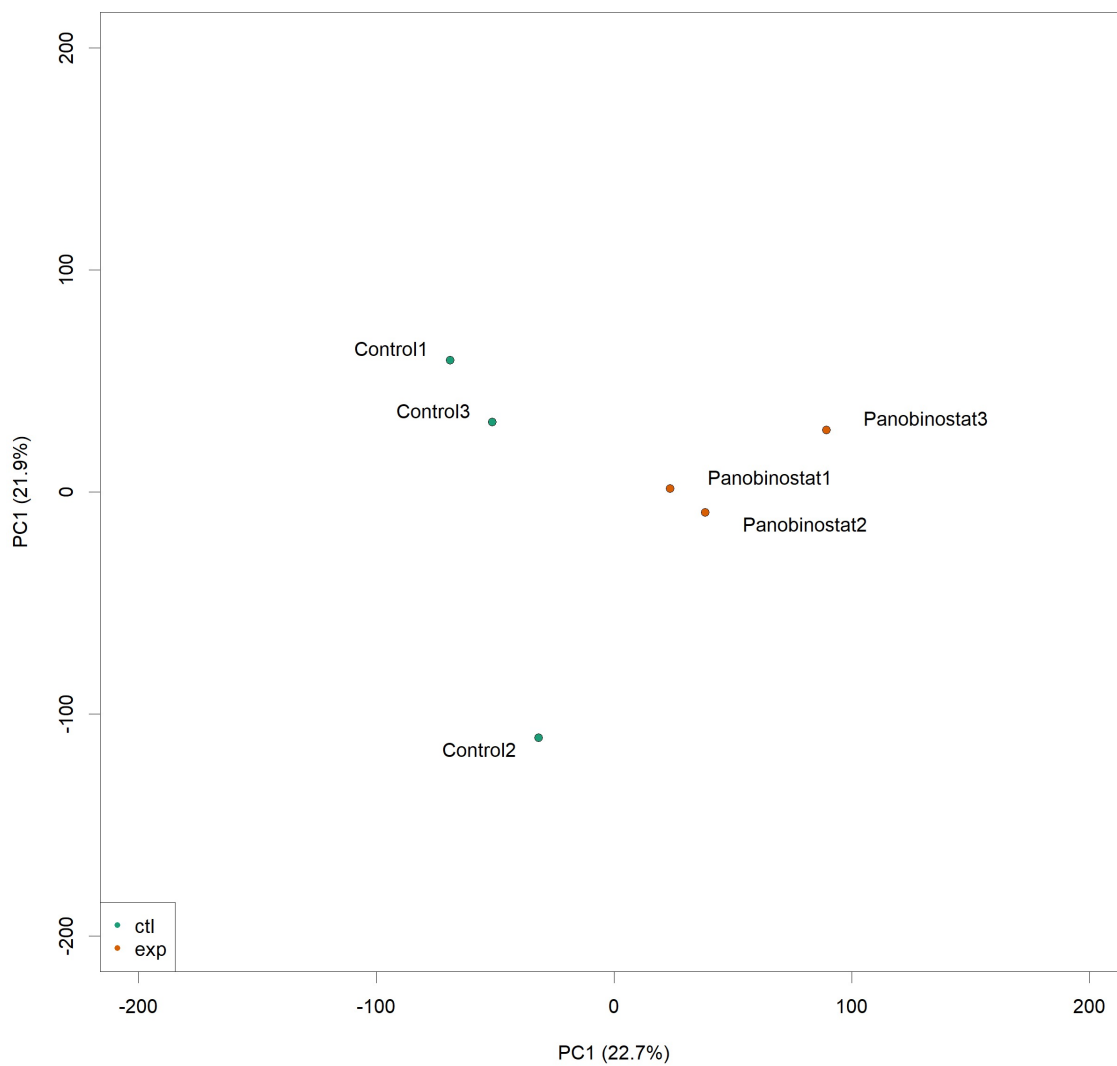

**Additional file1: Fig.S10. Principal component analysis of RNA-seq data.**

# Additional file1: Table S1. Differentially expressed transcripts

Additional file1: Table S1. 

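Table S1 lists 1500 transcripts in the order of their gene names, with the DESeq2-normalized count of each pool, the log2 fold change of PB against control, the FDR, the strand, the gene, the transcript and the StringTie class code. The entries come from the authors' DESeq2 comparison and reach an FDR of 0.1. Of these entries, 1484 were matched to the deposited comparison by their values. For 215 of them, the table prints the name of the RefSeq transcript to which StringTie compared the assembled transcript, so that an entry with an NM or XM name can stand for an assembled isoform that differs from it in at least 1 splice junction. With DESeq2 on the deposited counts, 1169 transcripts passed the paper's thresholds, and 1156 of them were found in Table S1. All 17 transcripts called by edgeR are listed there.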

Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

# Additional file1: Table S1. Differentially expressed transcripts (*continued*)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

Additional file1: Table S1. Differentially expressed transcripts (continued)

# Additional file1: Table S1. Differentially expressed transcripts (*continued*)

# Additional file1: Table S1. Differentially expressed transcripts (continued)

# Additional file1: Table S1. Differentially expressed transcripts (continued)

# Additional file1: Table S1. Differentially expressed transcripts (*continued*)

## Additional file1: Table S2. Primers used in this work

| gene           | forward                   | reverse                    | function               |
|----------------|---------------------------|----------------------------|------------------------|
| <i>Bax</i>     | TTTGCTACAGGGTTTCATCCAG    | CCAGTTCATCTCCAATTCGCC      | apoptosis              |
| <i>Bcl2</i>    | GTGTGGAGAGCGTCAACAGG      | CACAAAGGCATCCCAGCCTC       | apoptosis              |
| <i>Casp8</i>   | GGAACAGACTGTGATAAAGAGGCT  | TTGTGGTCTGCGCTTTGGTA       | apoptosis              |
| <i>Ddx4</i>    | ACAGGATGTCCCGCATGGC       | TCCCATGACTCGTCATCAACTGGA   | germ cell marker       |
| <i>Kit</i>     | AGCGTCTTCCGGCACAACGG      | AGCGTCTTCCGGCACAACGG       | germ cell marker       |
| <i>Dazl</i>    | CAGTATGTTCAAGCATATCCTC    | ATTCATTGGGCAAAATATCAGC     | germ cell marker       |
| <i>Gadd45g</i> | CCAAAGTCCTGAATGTGGACCC    | CAGAACGCCTGAATCAACGTG      | germ cell marker       |
| <i>Ccnd1</i>   | GGACGTCGTGAGGAGCAC        | ACCGACGTGCGAGATGTG         | cell cycle             |
| <i>Ccnd2</i>   | ACCCCTCACGACTTCATTGA      | TCCAGTTGCAATCATCGACG       | cell cycle             |
| <i>Ccne2</i>   | GAGGCATTATGACACCACCA      | GAGGCATTATGACACCACCA       | cell cycle             |
| <i>Cdk1</i>    | CCAGAGCTTGAAGATCTGAAGA    | GTACCGATCTCCAGAAGTTTG      | cell cycle             |
| <i>Ep300</i>   | CCTTCCACTCCGCTTTCTCA      | ACCTTTAGCCTCCTTTGTATCCTC   | hormonal signaling     |
| <i>Esr1</i>    | CACGTTTCTGTCAGCACCTTGAAGT | AGAGATGCTCCATGCCTTTGTACTCA | hormonal signaling     |
| <i>Esr2</i>    | GTCAGGCACATCAGTAACAAGG    | TGAGCATTCAAGCATCTCCA       | hormonal signaling     |
| <i>Ezh2</i>    | CAAAGGATACAGACAGTGACAGAG  | CCGAGAATTTGCTTCAGAGGAG     | hormonal signaling     |
| <i>Foxl2</i>   | GCAAGGGAGGCGGGACAACAC     | GAACGGGAAGTTGGCTATGATGT    | hormonal signaling     |
| <i>Foxo3</i>   | CAAACGGCTCACTTTGTCCC      | TCATTCTGAACGCGCATGAA       | hormonal signaling     |
| <i>Foxo4</i>   | CAACTTTGAGCCAGATCCCTGAG   | CTAAAGTAGGGTCCCAAACCTCTG   | hormonal signaling     |
| <i>Fshr</i>    | GGTCGGGATCTGGATGTCA       | TCTCCAGGTCCCCAAATCCA       | hormonal signaling     |
| <i>Fst</i>     | GTCTGTGCCAGTGACAATGCC     | TTCTCCGTTTCTTCCGAGATG      | hormonal signaling     |
| <i>Inha</i>    | GGCGTCTGCCTCGAAGACAT      | GTTGGGATGGCCGGAATACA       | hormonal signaling     |
| <i>Inhba</i>   | CAGGAGGGCCGAATGAATG       | CGGATGGTGACTTTGGTCTG       | hormonal signaling     |
| <i>Inhbb</i>   | GAGCGCGTCTCCGAGATCAT      | CTCCTGCTGCCCTTCTCCAG       | hormonal signaling     |
| <i>Kiss1</i>   | CGGACCCCAGGAACCTGTTA      | GGCATGGCGACGACCTAC         | hormonal signaling     |
| <i>Ldlr</i>    | AGGTGTGAAGATATTGACGAGTG   | TGAAGAGCAGATAGCCTATGGA     | hormonal signaling     |
| <i>Lhchr</i>   | TGCTTTTGACAACCTCCTCA      | TCGAAACATCTGGGAGGGTC       | hormonal signaling     |
| <i>Ncor1</i>   | GAGCCTCTGGATATGGTGTCT     | CATTTCCAGTCTACATTCACGAA    | hormonal signaling     |
| <i>Scarb1</i>  | ATTTGGCCTGTTTGTGGGA       | ATAATCGATCTTGCTGAGTCCGT    | hormonal signaling     |
| <i>Star</i>    | TCTCTGCTTGGTTCTCAACTGG    | AAACACCTTGCCACATCTG        | hormonal signaling     |
| <i>Atm</i>     | ATTGGGATGCTGTTTTCAGG      | TAGCCTGGGTGCTCTTTTGT       | DNA repair             |
| <i>Brca1</i>   | CCCAAAGAAGTAATGACCGTG     | GCTAACTATCCACTTTCCTCTG     | DNA repair             |
| <i>Ddb1</i>    | GACATCTCAGCTCGATCCT       | GTCACCTAGTAAACCTGTCTC      | DNA repair             |
| <i>Fancg</i>   | GGGTGATTGCACGTCTCTG       | GGGTGATTGCACGTCTCTG        | DNA repair             |
| <i>Dmc1</i>    | GGCCAGATGTTGCACGACTC      | TCAGTCTCCTCTCCCTTGCG       | meiosis                |
| <i>Mis18</i>   | CGTTGAAAGTTACACCTTAGGGTC  | GGCTGTCAGGACTTCTCCA        | meiosis                |
| <i>Mus81</i>   | GCATCAATAAGCAGCCAGGA      | CTGTCAAGAACAAGCCAGT        | meiosis                |
| <i>Rad51</i>   | ATTGGTTCAATGGGTTTCA       | GGCATGTAAACAGCCAACGTA      | DNA repair/<br>meiosis |
| <i>Rnf168</i>  | AGATTGTTGGCTGAGGAGGA      | TCTCATAGTTGCTGTTGATACTGG   | meiosis                |
| <i>Sycp3</i>   | GGAAGATGTGAAAAGAATAATGATA | AATAACATGGATTGAAGAGACTTTCG | meiosis                |
| <i>Xrcc5</i>   | TGTGGACGCAAGAACGCTAA      | CTTCGTAGCGGTACCTTGG        | DNA repair             |
| <i>Parp1</i>   | CTCCCGACCTGCTTCACAT       | GAAGATCCAGTACCTGCTCTCC     | DNA repair             |
| <i>H2afx</i>   | GGCCATCCGCAACGACG         | TTCTTGCCGACCGCCG           | DNA repair             |

## Additional file1: Table S2. Primers used in this work (*continued*)

| gene               | forward                   | reverse                  | function                  |
|--------------------|---------------------------|--------------------------|---------------------------|
| <i>Hdac1</i>       | AGCCATCTTTAAGCCAGTCATGTC  | GAAACTCTTCACGAACTCCACAC  | histone deacetylase       |
| <i>Hdac11</i>      | GAGAAGCTGCACCCCTTTGA      | GTTGAGATAGCGCCTCGTGT     | histone deacetylase       |
| <i>Hdac2</i>       | TGTCAATTTTCCCATGAGAGATGGT | CGCGCTAGGCTGGTACATC      | histone deacetylase       |
| <i>Hdac3</i>       | CCCCACCAATATGCAGGGTT      | AGAGATGCGCCTGTGTAACG     | histone deacetylase       |
| <i>Hdac5</i>       | GCATTCTACAACGATCCCTCTG    | CACCACTGTCCTGAAGGCTG     | histone deacetylase       |
| <i>Hdac6</i>       | CACCGCATTCAGAGGGTTCT      | CCTTAAGGTGGGGCCAGAAG     | histone deacetylase       |
| <i>Hdac8</i>       | ATGGAGATGGTGTAGAAGATGCCT  | TGACACTGTAGTACCGTCCTTTCC | histone deacetylase       |
| <i>Sin3a</i>       | GTGTGGACACGTTGGTCAGA      | TTGACACTTCCGGATACGCC     | histone deacetylase       |
| <i>Sirt2</i>       | TAGACGAGCTGACCCTCGAA      | CCAGGTTTGCATAGAGGCCA     | histone deacetylase       |
| <i>Sirt3</i>       | GCTCAGACTGTGGGGTCCG       | TCTCACTGCTTCCTCCACCT     | histone deacetylase       |
| <i>Sirt7</i>       | ACTTGGTTGTCTACACGGGC      | GCACTCACAGGCCTTCCTTT     | histone deacetylase       |
| <i>Kat2b</i>       | GAGTACCTCTTCACCTGCGT      | TGTTACACCCTGTTCAATACTG   | histone acetyltransferase |
| <i>Kat5</i>        | GAGAGGTGAAACGGAAGGTGGA    | ATCTGAGCTGTCCTGAGAATCCT  | histone acetyltransferase |
| <i>Kmt2a</i>       | GCACTTTGAACATCCTCAACC     | CACAGTCTTCCTTAAAGTCCACTC | methyl transferase        |
| <i>Kmt2c</i>       | ATGCCTCCTCATTCGCTCAG      | AAGAATTGCTCCATCTGTGACCA  | methyl transferase        |
| <i>Kmt2d</i>       | CATCCCTGTCTTCCCAGATACCA   | CACCTCACTTCCCTTGCCCT     | methyl transferase        |
| <i>Kmt2e</i>       | CATCAAGGGTTAAGGGTTCAGCAC  | GCTTCTTCGTAACGATCCATCCA  | methyl transferase        |
| <i>Wdr5</i>        | CTGAAGATGTCGGCTCAGGG      | GCACAGAACAGACCAGGAAC     | methyl transferase        |
| <i>Sod1</i>        | GGACAATACACAAGGCTGTACCA   | CAGTCACATTGCCAGGTCTC     | oxidative stress          |
| <i>Gpx1</i>        | TCTCTGAGGCACCACGATCC      | TCTTGCCATTCTCCTGGTGTC    | oxidative stress          |
| <i>Rpl37a</i>      | TGGGGCCTGGACCTACAA        | GCAGGGCTTCTACTGGTCTT     | housekeeping              |
| <i>Hormad1-met</i> | TTTTGGCGGGAATAGTGGT       | AAGCCGAAAATAAACATAATTTAC | germ cell marker          |
| <i>Dazl-met</i>    | GAGGTTTTACCACCCGAAC       | CTCCAGGCCTCACCTG         | germ cell marker          |
| <i>Stk31-met</i>   | CCCAGGGTGTTCTTGTCAC       | CGGGCAGCTCACCGAGAAG      | kinase                    |
| <i>Ddx4-met</i>    | GCCGACGCGGCTTAAACG        | CGGTCGCTGATGCTATTTGT     | germ cell marker          |
| <i>Rplp0-met</i>   | ACTGGTCTAGGACCCGAGAAG     | TCAATGGTGCCTCTGGAGATT    | housekeeping              |
| <i>L1gf-met*</i>   | CTCCTTGGCTCCGGGACT        | CAGGAAGGTGGCCGGTTGT      | retroelement              |
| <i>L1t-met*</i>    | CAGCGGTCGCCATCTTG         | CACCCTCTCACCTGTTCACTAA   | retroelement              |

\* Barau J, Teissandier A, Zamudio N, Roy S, Nalesso V, Herault Y, et al. The DNA methyltransferase DNMT3C protects male germ cells from transposon activity. *Science*. 2016;354:909–12.

How the deposited data were processed for this re-analysis (not part of the article)

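Strand-specific RNA-seq of E15.5 ovaries was re-analysed from 3 control pools and 3 PB pools. The pregnant mice received 5 mg/kg PB every 2 days from E6.5 to E15.5, or DMSO and water. The sample annotation gives the dose per day and 4 ovaries per pool, whereas the RNA-seq methods give a minimum of 8 ovaries per pool. The 6 libraries were assigned to their groups by their names, and the pools were numbered as in Table S1.

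The authors aligned the reads to mm10 with HISAT2 2.1.0 and assembled and merged transcripts with StringTie 1.3.5 on the RefSeq annotation. They deposited a matrix of raw read counts per transcript, which prepDE derives from the coverage of each transcript and writes as whole numbers without normalization. The deposited table of the authors' comparison with DESeq2 1.30.0 gives the log2 fold change with its standard error on the log2 scale, and the p-value with the adjusted p-value of each transcript. It also holds 6 columns of normalized values per pool, which were not used. The deposited annotation of the merged transcriptome gave the gene names, the positions, the exon lengths and the StringTie class codes. The supplied reference annotation was not used for positions. The matrix held 114412 transcripts, of which 34517 had 0 counts in every pool, and 3 of them had no entry in the authors' table. A gene name was missing for 1490 transcripts, which held between 3.05% and 4.49% of the counts of a pool. These stayed in the transcript analysis and were left out of the gene sums. Of the 35976 gene names, 15 had been converted to dates by the authors' software and were kept as written, and 483 loci carried more than 1 gene name.

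The total counts were 103627570, 125985399 and 97165644 in control 1, 2 and 3 and 100650825, 104696262 and 120143093 in PB 1, 2 and 3. The 10 most abundant transcripts held 9.71%, 11.6% and 10.1% of the counts in control and 8.51%, 8.44% and 9.42% in PB. At these depths, a count of 0 allows a level of up to 3 counts. That is 0.0253 to 0.0311 CPM for transcripts and 0.0257 to 0.0319 CPM for gene sums. A group with all pools at or under this floor gave a lower bound of the fold change, computed against the floor. No sequencing batch is named in the paper or in the sample annotation.

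Counts were tested with edgeR 4.0.16 in R 4.3.3 with limma 3.58.1 and data.table 1.17.8. Library sizes were scaled by TMM, transcripts and genes were kept by filterByExpr with a minimum count of 10 and a minimum total of 15, and control and PB were compared with the quasi-likelihood F-test. A transcript or gene was called at a fold change of at least 2 and a Benjamini-Hochberg FDR of at most 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. That of the median of a list was computed across its genes and does not measure the spread between pools. Gene sums added up the counts of every transcript with the same gene name. The DESeq2 alternative used version 1.42.0 with its default settings and unshrunken fold changes. Zn-finger genes were defined by a fixed list of symbol prefixes and tested with Fisher's exact test against all genes with a tested transcript, and with 10000 random lists matched on the number of tested transcripts per gene. Gene lists for germ cells, meiosis, pregranulosa, Sertoli and Leydig cells, mesonephros, adrenal gland, red blood cells, Y-linked genes and the response to HDAC inhibitors were tested on the gene sums with camera at a preset correlation of 0.01 and with fry. The 8 of these lists with at least 3 tested genes were adjusted together.

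Genes and transcripts are named by rule. These are every gene that the paper names for the E15.5 RNA-seq data with its transcripts in Table S1, the 5 transcripts and the 5 genes with the smallest p-values in each direction among those called with no overlap between the groups, and the members of the gene lists. Other names given were chosen after their values were seen, namely Spata2, which had an FDR under 0.05 below a 2-fold change, and further transcripts of Brca1, Hdac7, Csnk1a1 and Sparc.

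The tests were tested on simulated data made from the spread of the deposited counts. Of 200 genes changed 4-fold among 19437, edgeR recovered 168 (84.0%) with 3 false calls and DESeq2 175 (87.5%) with 13 false calls. Of 200 transcripts changed 4-fold, edgeR recovered 0 and DESeq2 56 (28.0%) with 679 false calls. Of 200 transcripts changed 64-fold, edgeR recovered 52 (26.0%) with 1 false call. In the simulated genes, the true split of the pools gave 171 calls and each of the other splits 0.

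The main tests, the gene lists, the Zn-finger rule, the rule for names and all alternatives but 2 were chosen before the data were examined. These alternatives were DESeq2's size factors, the DESeq2 Wald test, no filter, a stricter filter of at least 10 counts in all 3 pools of a group, an FDR of 0.1, the replicate number as a block, known transcripts only (those that match a RefSeq intron chain), transcripts grouped by StringTie locus, the narrow Zn-finger rule, matched resampling, fry, and leaving out each pool in turn. Gene sums of sense transcripts only, without class codes that place a transcript in an intron, on the other strand or outside the gene, were added after the data were seen, and so was a normalized count of at least 1 in all 3 control pools as the measure of an expressed transcript. Each count was also compared with the 10 splits of the 6 pools into 3 and 3. The enrichments from DAVID, ChEA2016 and g:Profiler were not repeated, because the term lists were not among the files used here.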

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

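Of the tests in this part, the scaling of counts by transcript length was chosen only after the result was seen.

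In the gene sums, Npc2 and Sparc were higher in PB-exposed ovaries, with log2 fold changes of 1.20 and 1.02. They stand here because the text of the paper does not discuss these genes, although Table S1 lists a transcript of Npc2. Npc2 was higher in 3 of 3 PB pools than in any control pool, and so was Sparc. Tspan14, which the text does not discuss either and which has a transcript in Table S1, was lower with a log2 fold change of -1.25. With known transcripts only, the log2 fold changes of Npc2 and Tspan14 were 1.22 and -1.25, which argues against reads assigned to unannotated transcripts as the cause for these 2 genes, although Npc2 was not called with them. Tspan14 had 100% of its counts in known transcripts. With counts divided by the length of the transcript they were assigned to, the log2 ratios were 1.17 for Npc2, 1.18 for Sparc and -1.25 for Tspan14. The division could hardly change them. The transcripts of Sparc have 2253 to 2641 bases and those of Tspan14 2504 to 2594. The known transcript of Npc2 held 93.4% of its counts in control and 94.7% in PB. Lengths this close leave little room for counts that grow with transcript length in Sparc and Tspan14. The mean total counts of the groups differed by a log2 ratio of -0.0057, so a difference in library size is excluded as well.

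For Sparc, the assignment of reads stays open. Its log2 fold change from known transcripts only was -0.85 (SE 0.98), which is within its SE, and the rise in the sum came with counts in assembled transcripts that share its internal exons. The PB pools differed in this. The known transcripts NM_001290817.1 and NM_009242.5 had 5639 and 2131 counts in PB 1, 5373 and 1926 in PB 3, but 40462 and 38693 in PB 2. In the control pools, they had 26587 to 41164 and 22018 to 26316 counts. MSTRG.2499.4 had 1 count in each control pool and 97720, 0 and 125682 counts in the PB pools, and MSTRG.2499.1 had 35313 counts in PB 2 and at most 22 in any other pool. A different assembly or assignment of reads at this locus and a rise of Sparc cannot be told apart, because the value of -0.85 would be as low if Sparc rose and its reads were assigned to assembled transcripts. A further open point for the 3 genes is the number of pools. Of the 10 splits of the 6 pools into 3 and 3, 3 gave as many genes called by edgeR as the split into control and PB, and 5 gave as many called by DESeq2, and with 10 splits the share cannot be under 0.1. A grouping of pools by chance and an effect of PB cannot be told apart by this count, since 3 pools against 3 make too few splits. An effect of PB on Npc2 and Tspan14 remains a hypothesis, found and tested on the same data.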

How the results depend on the processing

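Of the tests in this part, gene sums of sense transcripts only were chosen only after the result was seen, and Npc2, Sparc and Tspan14 were called with them too.

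Npc2, Sparc and Tspan14 were called from the gene sums under DESeq2's size factors, the DESeq2 Wald test, no filter, the stricter filter, grouping by StringTie locus and in the 6 fits that each left out 1 pool. With known transcripts only, Tspan14 was called and Npc2 and Sparc were not. All 17 transcripts were called under DESeq2's size factors, the DESeq2 Wald test and the stricter filter, 15 of them with no filter and 13 with known transcripts only.

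The DESeq2 Wald test gave 1169 transcripts in place of 17, 11 genes in place of 3 and 86 genes with transcripts in both directions in place of 1. It gave odds ratios of 1.35 for Zn-finger genes among the upregulated and 2.33 among the downregulated genes, in place of 0. The values of 0 give no direction that could be reversed, because the edgeR lists held only 6 and 8 genes. These are too few to show an odds ratio under 26.7 or 18.4 at the upper limit of the 95% confidence interval. With the stricter filter, 39 transcripts were called, and 4 genes had transcripts in both directions. Fewer transcripts were tested, 43858 in place of 51227. At an FDR of 0.1, 51 transcripts were called. With known transcripts only, 8 genes were called, of which 1 was among the 3, and 23.1% of the called transcripts (3 of 13) had a gene called the same way. This alternative makes the gene sum of fewer transcripts, so that it follows a transcript more closely. Apart from these constructions, the cause was not tested.

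The germ cell list had camera p-values of 0.0173 with the DESeq2 Wald test, 0.0442 with no filter and 0.0182 with grouping by StringTie locus, at medians of -0.055, -0.055 and -0.050, against a p-value of 0.0571 in the main test. With fry, the meiosis list at a median of 0.32 had a p-value of 0.494, and the Sertoli list at -0.033 one of 0.0455. Across the alternatives that kept all pools, the camera or fry p-values lay between 0.0173 and 0.530 for the germ cell list, between 3.04e-07 and 0.494 for the meiosis list and between 0.0455 and 0.375 for the Sertoli list. For the mesonephros list, these p-values lay between 0.0339 and 0.614, against a camera p-value of 0.128 in the main test. The medians of the germ cell, meiosis, pregranulosa and Sertoli lists kept their sign under the alternatives that kept all pools. The cause was not tested.

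Leaving out 1 pool in each of 6 fits gave between 0 and 19 transcripts, with 0 without control 1, 1 without control 3, 2 without PB 1 and 19 without control 2. It gave between 3 and 9 genes, with 9 without PB 2, and between 0 and 1 gene with transcripts in both directions. In the 5 of these fits with calls, the share of called transcripts whose gene was called the same way lay between 0% and 15.4%, the highest without PB 2. The odds ratios for Zn-finger genes were 0 in the fits with calls in that direction, and could not be computed in the others. The median of the germ cell list lay between -0.17 without control 2 and 0.065 without control 3, that of the meiosis list between 0.12 without PB 3 and 0.55 without PB 2, that of the pregranulosa list between -0.065 and 0.039, and that of the Sertoli list between -0.093 and 0.0027. The pregranulosa median was reversed without control 1 (0.039). These fits have fewer samples, and beyond that the cause was not tested.

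Among single genes and other lists, a log2 fold change was taken as reversed when its sign changed and at least 1 of the 2 values exceeded its standard error. With known transcripts only, this held for Brca1 (-0.12), Paxip1 (0.46), Nek1 (-0.48), Lgr4 (0.11), Rffl (1.60, SE 0.13) and Sparc (-0.85), and with grouping by StringTie locus for Hdac5 (-0.030). Among the fits without 1 pool, it held for the red blood cell list without control 2 (range -0.53 to 0.050), the mesonephros list without control 3 (-0.62 to 0.11), the HDAC inhibitor response list without PB 1 (-0.071 to 0.051), Ddx4 (-0.18 to 0.17) and Dazl (-0.15 to 0.19) without PB 2, Foxl2 (-0.067 to 0.077) without PB 3 and Hdac5 (-0.16 to 1.88) without PB 3. Of the other values of single genes, transcripts and lists under an alternative, 944 were the same, 124 were weaker and 22 were stronger. The cause was not tested.

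With the replicate number as a block, 0 transcripts and 0 genes were called, 1239 transcripts and 1091 genes had an unadjusted p-value under 0.05, and 0 genes had transcripts in both directions. The smallest FDR was 0.651 for transcripts and 0.0595 for genes. The number does not pair the pools, since the deviations of a control pool and of the PB pool with the same number from their group means, compared across genes, had correlations of 0.093, 0.147 and -0.018, and the block takes 2 residual degrees of freedom.

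The total counts of 97165644 to 125985399 per pool put the floor for transcripts under 0.0311 CPM, which limits transcripts near that level. The spread of the transcript counts between pools limits the other transcripts, as a biological coefficient of variation of 98.4% left 0 of 200 simulated 4-fold changes detectable with edgeR.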

Differences from the paper's values

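The paper reports 1169 differentially expressed transcripts, and edgeR called 17. The paper's Table S1 holds 600 higher and 569 lower transcripts at its thresholds, against 7 higher and 10 lower with edgeR. The DESeq2 Wald test, set before the data were examined and named in the paper's methods, gave 1169 transcripts, 600 higher and 569 lower, and all 1169 were the ones called in the authors' deposited table. None of the other alternatives set before the data were examined closed these gaps. The stricter filter gave 39 transcripts and the FDR of 0.1 gave 51. In the simulated data, edgeR recovered 0 of 200 transcripts changed 4-fold, and DESeq2 recovered 56 with 679 false calls. The lower number from edgeR therefore does not show that the other transcripts were unchanged.

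The paper gives the differentially expressed transcripts as 2.45% of the expressed transcripts, and the value with edgeR was 0.0350% of the 48604 transcripts with a count in all 3 control pools. With the DESeq2 Wald test, the value was 2.41%, and none of the other alternatives set before the data were examined closed the gap. On another scale, chosen after the values were seen, a normalized count of at least 1 in all 3 control pools took the place of a raw count. This gave 47625 transcripts, 47623 of them with an entry in the authors' deposited table, where the paper gives 47623, and 2.45% with the DESeq2 Wald test.

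The paper counts 67 Zn-finger genes among the upregulated genes. With edgeR, 0 of 6 genes with a higher transcript were Zn-finger genes by the symbol rule, which is not the annotation that the paper used. With the DESeq2 Wald test, the number was 16, and none of the alternatives set before the data were examined closed the gap. The paper also counts more Zn-finger genes in either direction than were found here, where the DESeq2 Wald test gave 38 of 941 genes and the gene sums gave 0 with 36 of 593 at an unadjusted p-value under 0.05.

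The paper describes the expression of Brca1 and Wrn as decreased. The gene sums gave log2 fold changes of 0.31 for Brca1 and -0.022 for Wrn, neither of them called, and with known transcripts only that of Brca1 was -0.12. With the DESeq2 Wald test, the Brca1 transcript XM_006532064.3 was called lower, with an FDR of 0.00434, where edgeR without a filter gave 0.803. No transcript of Wrn is listed in Table S1.

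The scheme in Fig. S9 of the paper shows SOX9 and DMRT1 rising and WNT4 falling. The log2 fold changes of the gene sums were -0.094 for Sox9, -0.52 for Dmrt1 and -0.081 for Wnt4, none of them called.

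The paper lists WNT pathway and spermatogenesis-related genes as downregulated. Of the gene sums, 2 of 8 and 4 of 5 were higher, and edgeR called none of their 9 tested transcripts in Table S1, of which 9 had an unadjusted p-value under 0.05. With the DESeq2 Wald test, 7 of the 9 WNT pathway transcripts and 6 of the 7 spermatogenesis-related transcripts had an FDR of at most 0.05, and 1 of them, XM_011238364.2 of Sox17, was higher and not lower. Of the 14 DNA repair transcripts, edgeR called 1, and 13 had an FDR of at most 0.05 with the DESeq2 Wald test.

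The paper states that the Hdac7 transcript XM_006521208.3 was present in PB-exposed mice alone. It had 1 count in control 1 and 0 counts in PB 3. The gene sum of Hdac7 had a log2 fold change of -0.033, where the paper describes an increase.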

Other observations

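Of the tests in this part, those on transcripts at the floor in one pool and abundant in another of the same group, on the splits for the Leydig, mesonephros and HDAC inhibitor response lists and for Zn-finger genes on the lower side, and on the share of germ cells were chosen only after the result was seen.

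The 6 pools can be split into 3 and 3 in 10 ways, so a share under 0.1 cannot be reached and an effect of PB cannot be told apart from a grouping by chance by these counts. With edgeR, 8 of the 10 splits gave as many called transcripts as the split into control and PB, with between 3 and 51 transcripts. With DESeq2, 5 of the 10 gave as many as 1169, and the other splits gave between 1099 and 1189 transcripts. For genes with transcripts in both directions, 9 of the 10 splits gave as many with edgeR and 4 of the 10 with DESeq2. For gene sums, the splits gave between 0 and 5 genes with edgeR and between 3 and 63 with DESeq2.

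The called transcripts may reflect shifts in the assignment of reads between isoforms of one gene. Of the transcripts that edgeR tested, DESeq2 called 21 of 8858 in genes with 1 tested transcript (0.237%) and 769 of 41011 in genes with several (1.88%), a ratio of 7.91 (Fisher's exact test, two-sided p = 6.17e-41). Transcripts of one gene share its reads, so this p-value counts linked transcripts as independent. The gene sums of the transcripts called by DESeq2 moved in the direction of the transcript by a median of 0.021. Shifts of assignment would give both values. The second cannot favour them, because a called transcript held a median of 6.04% of the counts of its gene. A true change of such a transcript alone would also leave the gene sum near 0. Whether such shifts follow from the biology of PB or from the estimate of StringTie was not tested, since the reads were not among the files used here.

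Some transcripts were on in 3 pools, with at least 100 counts, and off in the other 3, with at most 3 counts. There were 1050 of them, and 90 lay along the groups, 40 on in PB and 50 on in control. This is 8.57% (95% Wilson interval 7.03 to 10.4%), where chance gives 10% (exact binomial test, two-sided p = 0.135). The other splits had between 97 and 116 each. On and off patterns that ignore the groups would give such a number. Among the genes, 4 had such a pattern and 0 lay along the groups. Patterns that are on and off within one group were rare among the called transcripts, 3 of 792 (0.379%), against 15.2% of the others, but this test is void because a call requires the pools of a group to be alike.

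Genes with more tested transcripts have more chances to be called, and this may account for the number of Zn-finger genes. The genes called by DESeq2 held 38 of them, and random lists matched on the number of tested transcripts held a mean of 37.4. As many Zn-finger genes on the higher side as in the split into control and PB were found in 10 of the 10 splits. The lower side held 25 of them, and 3 of the 10 splits had as many on their lower side and 4 of the 10 on either side. The median log2 fold change of 0.042 of the gene sums of Zn-finger genes was reached in 1 of the 10 splits, the real one, and the next farthest from 0 was 0.038.

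From other measurements, the paper reports a delay in meiosis, persistent double-strand breaks in later oocytes and fewer germ cells at E15.5 after PB. In the gene sums, the meiosis list had a median log2 fold change of 0.32, with 22 of 24 genes higher. Camera gave a p-value of 0.000216, and 0.00173 after adjustment over the 8 lists, which did not hold under fry with a p-value of 0.494. The median was as far from 0 in 4 of the 10 splits. The split of control 1, control 2 and PB 2 against the rest gave 0.55, and that of control 1, PB 1 and PB 3 against the rest gave -0.53. The summed level was 1722, 1496 and 1708 CPM in the control pools and 2222, 1250 and 2409 CPM in the PB pools (exact permutation test, two-sided p = 0.5, where 0.1 is the smallest possible). The germ cell list had a median of -0.052, with 3 of 12 genes higher and a camera p-value of 0.0571, which was 0.152 after adjustment, and 8 of the 10 splits were as far from 0. The summed level of the germ cell list was 721 ± 128 CPM in control and 736 ± 183 CPM in PB (exact permutation test, two-sided p = 0.9). This gave no sign of a larger share of germ cells in the PB pools. A different share and a change in meiosis still cannot be told apart here. Both summed levels were lowest in PB 2 and highest in PB 3, with 527 and 865 CPM for the germ cell list. Pou5f1, Dppa3, Dnd1 and Sall4 had log2 fold changes of -0.58, -0.52, -0.55 and -0.59 with unadjusted p-values under 0.05 and an FDR of 0.888, and were chosen after their values were seen. For genes that the paper reports by other measurements, the log2 fold changes were -0.036 for Ddx4, 0.32 for Hormad1 and 0.17 for Kdm5a, none of them called.

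Male tissue in the pools was tested with Ddx3y, a Y-linked gene that every male cell expresses. Its level was at most 0.0508% of that of Ddx3x in any pool, while Xist was at 125 to 192 CPM in all 6 pools. This excludes male embryos or testis tissue as a source of male gonad genes. For the pregranulosa list, 9 of the 10 splits gave a median as far from 0, and for the Sertoli list 3 of the 10.

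Blood, mesonephros and adrenal cells at the edge of the dissected ovary could differ between pools. The red blood cell list had a median log2 fold change of -0.31, with 0 of 8 genes higher. Camera gave a p-value of 0.00190, and 0.00759 after adjustment, which did not hold under fry with a p-value of 0.237, and 6 of the 10 splits were as far from 0. Its summed level was 23997, 32602 and 15355 CPM in control and 20486, 18852 and 18950 CPM in PB (exact permutation test, two-sided p = 0.6), and the highest gene of the list reached 13111 CPM. The mesonephros list had a median of -0.42, with 2 of 9 genes higher and a camera p-value of 0.128, and a summed level of 48.6 ± 12.6 CPM in control and 43.5 ± 8.79 CPM in PB (exact permutation test, two-sided p = 0.5), with 63.2 CPM in control 3 alone. The adrenal list had too few tested genes for camera, and its level was 2.16 ± 0.320 CPM in control and 2.07 ± 0.487 CPM in PB (exact permutation test, two-sided p = 0.9). A different share of these cells cannot be told apart from an effect of PB, because the levels of the control and PB pools overlap for each of the 3 lists and there are only 3 pools per group.

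The Leydig list had a median log2 fold change of 0.12, with 5 of 6 genes higher and a camera p-value of 0.273, and the HDAC inhibitor response list of H1f0, Cdkn1a, Gadd45b and Txnip had one of -0.014, with 1 of 4 genes higher and a camera p-value of 0.540. The summed level of the Leydig list went the other way, from 59.6 ± 2.88 CPM in control to 50.6 ± 15.8 CPM in PB. It was 32.5 CPM in PB 1, against 61.3 CPM in PB 2 and 58.0 CPM in PB 3. The median was as far from 0 in 8 of the 10 splits for the Leydig list, in 9 for the mesonephros list and in 10 for the HDAC inhibitor response list. In each of the lists, 0 genes were called over all genes tested and 0 when adjusted over the list alone, and the number with an unadjusted p-value under 0.05 was 4 for germ cells and at most 1 for the others.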
